# Regorafenib enhances antitumor immunity via inhibition of p38 kinase/Creb1/Klf4 axis in tumor-associated macrophages

**DOI:** 10.1136/jitc-2020-001657

**Published:** 2021-03-22

**Authors:** Da-Liang Ou, Chia-Wei Chen, Chia-Lang Hsu, Chih-Hung Chung, Zi-Rui Feng, Bin-Shyun Lee, Ann-Lii Cheng, Muh-Hwa Yang, Chiun Hsu

**Keywords:** immunomodulation, immunotherapy, tumor microenvironment

## Abstract

**Background:**

Regorafenib and other multikinase inhibitors may enhance antitumor efficacy of anti-program cell death-1 (anti-PD1) therapy in hepatocellular carcinoma (HCC). Its immunomodulatory effects, besides anti-angiogenesis, were not clearly defined.

**Methods:**

In vivo antitumor efficacy was tested in multiple syngeneic liver cancer models. Murine bone marrow–derived macrophages (BMDMs) were tested in vitro for modulation of polarization by regorafenib and activation of cocultured T cells. Markers of M1/M2 polarization were measured by quantitative reverse transcription PCR (RT-PCR), arginase activity, flow cytometry, and ELISA. Knockdown of p38 kinase and downstream Creb1/Klf4 signaling on macrophage polarization were confirmed by using knockdown of the upstream MAPK14 kinase, chemical p38 kinase inhibitor, and chromatin immunoprecipitation.

**Results:**

Regorafenib (5 mg/kg/day, corresponding to about half of human clinical dosage) inhibited tumor growth and angiogenesis in vivo similarly to DC-101 (anti-VEGFR2 antibody) but produced higher T cell activation and M1 macrophage polarization, increased the ratio of M1/M2 polarized BMDMs and proliferation/activation of cocultured T cells in vitro, indicating angiogenesis-independent immunomodulatory effects. Suppression of p38 kinase phosphorylation and downstream Creb1/Klf4 activity in BMDMs by regorafenib reversed M2 polarization. Regorafenib enhanced antitumor efficacy of adoptively transferred antigen-specific T cells. Synergistic antitumor efficacy between regorafenib and anti-PD1 was associated with multiple immune-related pathways in the tumor microenvironment.

**Conclusion:**

Regorafenib may enhance antitumor immunity through modulation of macrophage polarization, independent of its anti-angiogenic effects. Optimization of regorafenib dosage for rational design of combination therapy regimen may improve the therapeutic index in the clinic.

## Introduction

The program cell death-1 (PD-1)/program death ligand-1 (PD-L1) pathway has been extensively studied for its role in regulation of antitumor immunity.^1^ Single-agent anti-PD-1 or anti-PD-L1 immune checkpoint inhibitor (ICI) therapy has been approved for more than 10 types of advanced cancers, and combination regimens with other immunomodulatory agents, targeted therapy, or cytotoxic chemotherapy may further improve overall survival (OS) or progression-free survival (PFS) in different cancer types. For patients with advanced hepatocellular carcinoma (HCC), the combination of atezolizumab (anti-PD-L1 ICI) and bevacizumab (anti-angiogenic agent) demonstrated superior OS, PFS, and objective tumor response, compared with the multikinase inhibitor sorafenib, and establishes a new standard of first-line systemic therapy for advanced HCC.^2^

The immune modulatory effects of anti-angiogenic therapy has been extensively studied by both preclinical models and clinical trials.^3–5^ For HCC, anti-angiogenic effect via inhibition of vascular endothelial growth factor (VEGF) pathway is a common antitumor mechanism of all the approved MKIs (sorafenib and lenvatinib in the first line; regorafenib and cabozantinib in the second line), and combination of these MKIs with ICI for HCC therapy is extensively studied.^6^ A caveat of developing this type of combination regimens is the safety issue, as dose reduction of MKI and treatment discontinuation due to adverse events are common and have led to discontinuation of development of some ICI plus anti-angiogenic combinations.^7–10^ Moreover, preclinical studies suggested that higher dosage of MKI may paradoxically induce immunosuppression through induction of hypoxia and recruitment of tumor-associated macrophages (TAMs) or other suppressive cells.^11^ Identification of the optimal immune modulatory effects of targeted agents is thus critical for development of combination immunotherapy both to improve the therapeutic index and to tailor the use of targeted agents to their biologically effective and clinically relevant dosage.

The MKI regorafenib has been approved as second-line therapy for advanced HCC, as well as refractory colorectal cancer and gastrointestinal stromal tumor, but its use at the recommended dosage (160 mg per day for 21 days followed by 7-day rest) is frequently limited by prominent treatment-related adverse events, including hand-foot skin reaction, diarrhea, and hypertension. Combination of regorafenib and the anti-PD-1 agent nivolumab demonstrated an objective response rate of 40% in 50 patients with heavily pretreated advanced gastric or colorectal cancers, for whom the response rates of either regorafenib or nivolumab alone were lower than 10%.^12^ Regorafenib at 80 mg/day was well tolerated in this combination, while the recommended dosage (160 mg/day) produced prominent skin toxicity and other adverse events without increase in efficacy. We and other investigators have demonstrated that regorafenib at sub-micromolar range may induce M1 macrophage polarization and increased proliferation and activation of CD8+ T cells. In vivo studies using low-dose regorafenib 3–5 mg/kg/day, corresponding to about 50% of the single-agent recommended dosage, demonstrated synergistic antitumor efficacy with anti-PD-1 therapy.^13 14^ The above observations indicate that the optimal immune modulatory dosage of regorafenib may be lower than recommended for single-agent therapy and should be optimized to improve its safety profile and facilitate development in combination therapy.

This study sought to establish relevant preclinical models to characterize the immune modulatory effects of regorafenib and to explore the biologically effective dosage of regorafenib for HCC. Low-dose regorafenib (≤1 µM in vitro, 5 mg/kg/day in vivo) may increase cytotoxic T cell function and antitumor immunity through polarization of macrophages toward the M1 phenotype. Furthermore, the p38 mitogen-activated protein kinase (p38MAPK) pathway was identified as one molecular mechanism mediating the immune modulatory effects of regorafenib.

## Materials and methods

### Murine liver cancer models, cell lines, and reagents

The protocol for the animal experiments was approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Medicine, National Taiwan University, and conformed to the criteria outlined in the Guide for the Care and Use of Laboratory Animals (BALB/c and C57BL/6 mice from National Laboratory Animal Center, Taiwan; P14 transgenic mice (C57BL/6J background) from Jackson Laboratories were housed and kept under specific pathogen-free conditions at the laboratory animal center in National Taiwan University College of Medicine).

The details of human and murine liver cancer and macrophage cell lines were listed in the supplemental file. In vitro cell viability was measured using an MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay or sub-G1 fraction analysis (for apoptotic cells) using flow cytometry as previously described.^15^ For the subcutaneous model (Hepa1-6 cell line/C57BL/6 mice), about 2×10^6^ cells were injected subcutaneously into the right flank, and drug treatment was started when tumor volume was about 100 mm^3^ (calculated by the formula 0.5×length×width^2^) and the mice were randomized into each treatment group. For the orthotopic model (BNL cell line/BALB/c mice), about 2×10^5^ cells were injected into the subcapsular area of the left liver lobe, and the mice were randomized to each treatment group 5 days after tumor cell injection, based on our previous study.^16^ The schema of animal experiments was provided in the supplemental file.

The antitumor efficacy and safety of drug treatment were measured by change in tumor volume, body weight, and animal survival.

To measure antigen-specific antitumor immunity, Hepa1-6 liver cancer cells were transfected with a vector that overexpressed a glycoprotein epitope (GP33) of the lymphocytic choriomeningitis virus (a generous gift from Professor Dr Hanspeter Pircher, University of Freiburg).^17^ Lymphocytes from P14 transgenic mice, which specifically recognized GP33 expressed on Hepa1-6 cells, were used in experiments of adoptive transfer.

Regorafenib was provided by Bayer (Bayer AG, Berlin, Germany). Details of other reagents were listed in the supplemental file. In animal studies, regorafenib was dissolved in polypropylene glycol, PEG400, Pluronic F68, water (34:34:12:20) and given orally by gavage.^18^ The anti-VEGFR antibody DC-101 was given by intraperitoneal injection.

### In vitro modulation of macrophage polarization

Mouse BMDMs were prepared as described in the supplemental file. BMDMs or J774A.1 cells were polarized with interferon-γ (IFN-γ, 20 ng/mL, R&D)+lipopolysaccharide (LPS, 50 ng/mL, Sigma) or interleukin-4 (IL4) (20 ng/mL, R&D) for 24 hours to induce M1 or M2 phenotypes, respectively. Markers of M1 (TNF-α, IL-6, MHC II) or M2 (Arginase-1, CD206) phenotypes were measured by quantitative reverse transcription PCR (RT-PCR), arginase activity, flow cytometry, and ELISA (Invitrogen) analysis. Murine splenocytes were cocultured with BMDMs, and CD8+/CD4+ T cell function modulated by macrophages with or without drug treatment was measured by T cell proliferation (carboxyfluorescein succinimidyl ester (CFSE) staining, Invitrogen) and IFN-γ secretion (Mouse IFN-γ ELISA kit, Invitrogen).

The key signaling pathways in BMDMs modulated by regorafenib were screened by the phospho-kinase array (R&D systems) according to the manufacturer’s instructions and confirmed by western blotting. Knockdown of p38 kinase was performed using lentivirus transduction of green fluorescence protein (GFP) control and MAPK14 clones (from the National RNAi Core Facility, Academia Sinica, Taiwan) into J774A.1 cells. The GFP+ cells were sorted by fluorescence-activated cell sorting (FACS) to increase the proportion of successfully transduced cells and the changes in relevant signaling molecules in sorted cells were measured by western blotting. The modulatory effects on signaling and associated downstream transcriptional regulation of the immune regulatory factor Krupple-like factor 4 (Klf4) by cAMP responsive element binding protein 1 (Creb1) by regorafenib was further measured by chromatin immunoprecipitation (ChIP, see the supplemental file for detailed primer design and experiment procedures).

### RNA-sequencing and bioinformatics analysis

Expression of immune-related genes was measured by RNA sequencing using the Illumina Nextseq 500 system (Illumina), with a read length of 2×100 bases (Genomics, Taipei, Taiwan). Initial quality control was performed using FastQC (V.0.11.8) and removal of adaptors was performed using cutadapt (V.2.4). The qualified reads were mapped to the mouse genome (GRCm38) using STAR (V.2.7.2a). Gene-level read counts were obtained using STAR with parameter ‘—quantMode GeneCounts’ based on the gene definition of Gencode (V.M19).

Read counts were normalized by Trimmed Mean of M-values (TMM) method implemented by edgeR (V.3.28.0). If the datasets had biological replicates, differential expression analysis was performed by R package limma (V.3.42.2), otherwise by NOISeq (V.2.30.0) with no replicate mode. Gene-set enrichment analysis (GSEA) and over-representation analyses were performed using the functions implemented by clusterProfiler (V.3.14.3). The gene sets were collected from MSigDB (V.7.0) including the category C2 and C5, as well as manually curated from the literature (online supplemental table S1). The ranking metrics of signal to noise and log2 ratio were used for dataset with/without biological replicates, respectively. The enrichment map was constructed as previously described.^19^ The gene sets were linked if the arithmetic mean of Jaccard and overlap coefficients of two gene sets is larger than 0.3.

10.1136/jitc-2020-001657.supp1 Supplementary data

### Regulation of tumor microenvironment by regorafenib in vivo

The immune microenvironment of murine tumors (orthotopic or heterotopic) after drug treatment was evaluated by changes in immune regulatory genes (RNA-seq and GSEA) and immune cell composition (flow cytometry, immunohistochemistry, and multiplex immunofluorescence staining). Fresh tumor samples were used for RNA-seq (using the procedures described above) and flow cytometry analysis. For flow cytometry analysis of tumor-infiltrating immune cells, tumor tissue was dissociated using gentleMACS Dissociator (Miltenyi Biotec) and isolated by density gradient centrifugation. Cell suspensions were stained with antibodies against surface markers or, for intracellular staining, stained with antibodies against intracellular markers after permeation and fixation. The results were analyzed by LSRFortessa (BD Bioscience) flow cytometry and the FlowJo V.10 software.

Formalin-fixed, paraffin-embedded (FFPE) tumor sections were used to measure the levels of tumor-infiltrating T cells, angiogenesis, cell proliferation (by immunohistochemical staining), and apoptosis (by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay (Promega)). The Polaris system (PerkinElmer, Waltham, Massachusetts, USA) and the Opal 4-Color Manual IHC Kit (PerkinElmer, NEL810001KT) were used to detect F4/80, MHC II, and CD206 expression in FFPE sections (see the supplemental file for detailed procedures and the antibody list). Multispectral images for each tumor tissue section were acquired using the Phenochart and the inForm software (PerkinElmer). To train the phenotype classifier and create a tissue segmentation algorithm by the inForm software, 10 representative tumor images were selected as the training set and manually annotated for M1 (F4/80+MHC II+CD206-) or M2 (F4/80+MHCII-CD206+) macrophages. Cell segmentation was performed based on the nuclear DAPI (4′,6-diamidino-2-phenylindole) staining. Tissue and cell segmentation algorithms were then established for cell phenotyping and measurement of immune cell composition through machine-learning by the inForm software.

The potential effects of regorafenib on antigen-specific antitumor immunity were evaluated using adoptive transfer of lymphocytes from P14 transgenic mice to treat tumors established by GP33-expressing Hepa1-6 cells. CD8+ T cells isolated from P14 transgenic mice, using the EasySep Mouse CD8a Positive Selection Kit II (STEMCELL), were activated using anti-CD3 (2 µg/mL), anti-CD28 (2 µg/mL), and LCMV gp33-41 (1 µM) for 72 hours following CFSE labeling. About 1×10^7^ CFSE-labeled P14 CD8+ T cells or phosphate-buffered saline (PBS) were injected, via orbital vascular plexus, into control or regorafenib-treated C57BL/6 mice bearing Hepa1-6-gp33 cells. Regorafenib (5 mg/kg/day) was administrated for 5 days before adoptive transfer. Treatment with anti-mouse PD1 antibody (clone RMP1–14), or isotype control antibody (clone 2A3) (Bio X Cell, West Lebanon, New Hampshire, USA), 0.2 mg per dose, was given on days 5, 6, 9, 12, and 15 after tumor implantation by intraperitoneal injection.

### Statistical analysis

All data were representative of at least three independent experiments. Quantitative data were represented as mean±SD or SE of the mean (SEM), as indicated in the legend. Two-tailed Student’s t-test with equal variance was performed to compare two experimental groups. One-way analysis of variance (ANOVA) with Tukey’s post hoc test was performed to evaluate the difference between multiple groups. Repeated-measures ANOVA was performed to evaluate the tumor growth curves, and survival analysis was measured using the Kaplan-Meier method and analyzed by log-rank test. All the statistical analyses were performed using SPSS V.21 or Office Excel V.2019. The raw data of RNA-seq were all available in GEO (accession number GSE148950).

## Results

### The immune modulatory effects of regorafenib contribute to its in vivo antitumor efficacy

Regorafenib 5 mg/kg/day, corresponding to about 50% of the recommended dosage for human based on clinical and preclinical pharmacokinetic data,^20^ exerted antitumor efficacy in both orthotopic and subcutaneous immune-competent liver cancer models (figure 1A). The difference in tumor growth measured at the end of the animal study may reflect the combined effects of decreased cell proliferation (Ki67 staining), decreased tumor angiogenesis (CD31 staining), and increased tumor cell apoptosis (TUNEL assay) by regorafenib (figure 1B). Regorafenib increased CD4+ and CD8+ T cell infiltration into tumors, increased expression of genes related to T cell activation, antigen presentation, and macrophage activation, and suppressed genes related to angiogenesis (figure 1B, C,online supplemental table S2). While regorafenib induce cancer cell apoptosis dose dependently (online supplemental figure S1A, B), higher dosage of regorafenib inhibited T cell proliferation and activation in vitro (figure 1D, online supplemental figure S1C), suggesting that higher dosage of regorafenib may not be associated with better immune modulatory effects.

10.1136/jitc-2020-001657.supp2 Supplementary data

**Figure 1:**
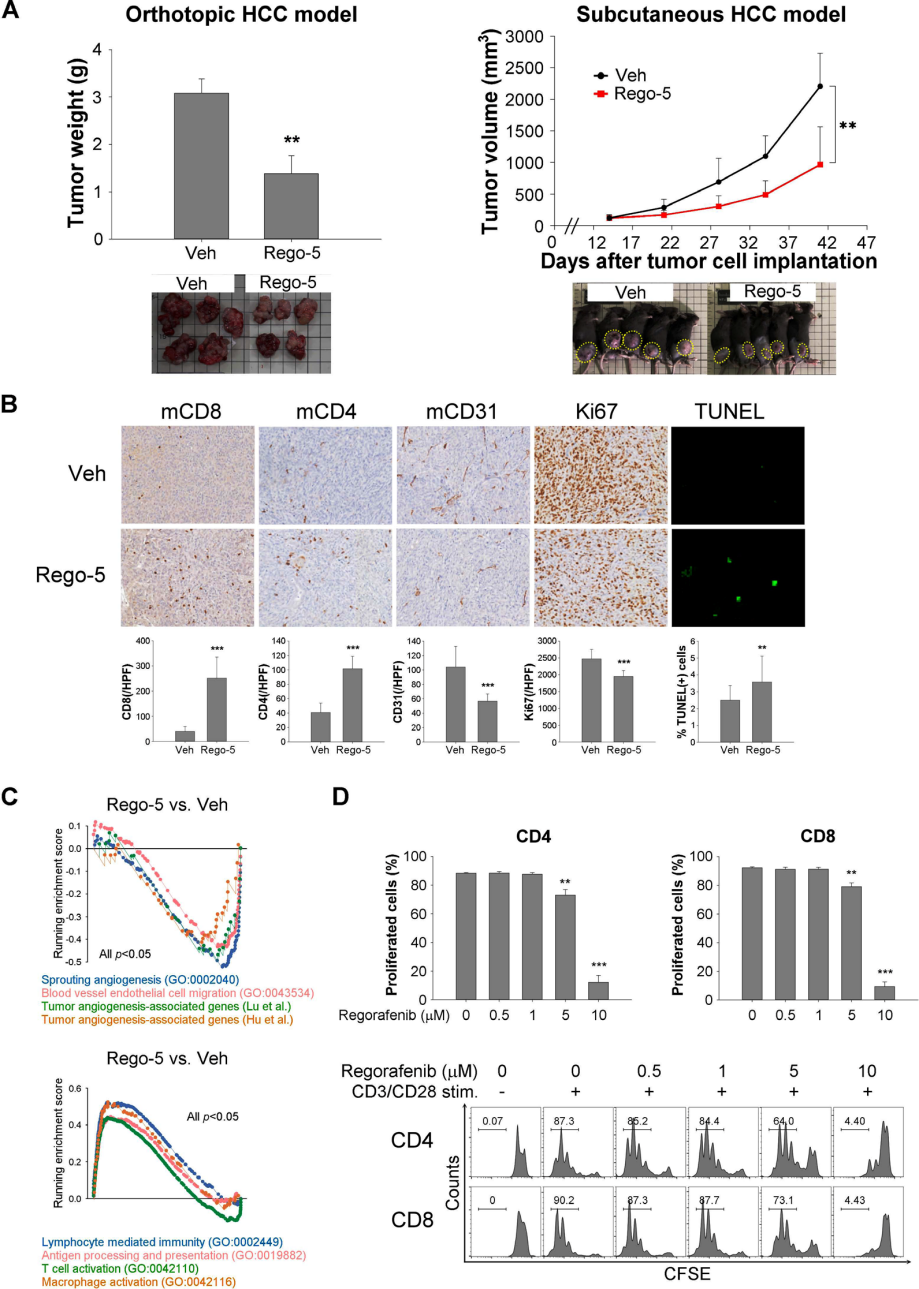
The immune modulatory effects of regorafenib contribute to its in vivo antitumor efficacy. (A) The in vivo antitumor efficacy of regorafenib in immune-competent (BNL-MEA cells implanted orthotopically into BALB/c mice (N=5) and Hepa1-6 cells implanted subcutaneously into C57BL/6 mice (N=10)) liver cancer models. Mice were treated with vehicle, regorafenib 5 mg/kg/day (Rego-5) for 28 days and the tumor weight and volume were monitored. (B) Tumor-infiltrating T cells (CD4 and CD8), tumor cell proliferation (Ki67), and tumor angiogenesis (CD31) were quantified by immunohistochemical staining. Apoptotic tumor cells were quantified by terminal deoxynucleotidyltransferase dUTP nick end labeling (TUNEL) assay. Tumor samples were collected from BNL-MEA tumor-bearing BALB/c mice treated after 5 days of treatment with vehicle or regorafenib 5 mg/kg/day by gavage. Data were analyzed using 20 images (regions of interest, ROI)/ tumor, 4 tumors from 4 mice in each treatment group. (C) Gene-set enrichment analysis (GSEA) of leukocyte activation and angiogenesis signatures in RNA of tumor bulk from BNL-MEA tumor-bearing BALB/c mice treated with vehicle or regorafenib for 5 days. (D) Murine splenocytes from BALB/c mice were treated regorafenib (0, 0.5, 1, 5, 10 μM) in vitro and the proliferation of CD4+ and CD8+ T cells was detected with carboxyfluorescein succinimidyl ester (CFSE) staining and flow cytometry. Data are presented as the mean±SD from a representative experiment of at least triplicate. *p<0.05; **p<0.01; ***p<0.001, two-tailed Student’s t-test. HCC, hepatocellular carcinoma.

The antitumor effects of regorafenib were then compared with those of DC-101, a murine anti-VEGFR2 antibody, in an orthotopic liver cancer model to identify possible immune modulatory effects independent of anti-VEGFR2 effects. While both regorafenib and DC-101 inhibited tumor angiogenesis, regorafenib induced more T cell infiltration into the tumors and was associated with better antitumor effects (figure 2A, supplementary figure S2A). Regorafenib regulated multiple immune-related pathways that were relatively unaffected by VEGFR2 inhibition, such as those related to defense response and leukocyte migration (figure 2B, C, online supplemental table S3, S4), and increased activated CD8+ T cells in the tumors (figure 2D, supplementary figure S2B-D). Regorafenib decreased the total number of TAMs in vivo (figure 2D) and induced apoptosis of M1/M2 macrophages similarly in vitro (online supplemental figure S3). However, both flow cytometry and multiplex immunofluorescence staining studies disclosed increased M1/M2 ratio (figure 2D, E). By contrast, DC-101 increased the total numbers of TAMs and did not affect macrophage polarization.

**Figure 2:**
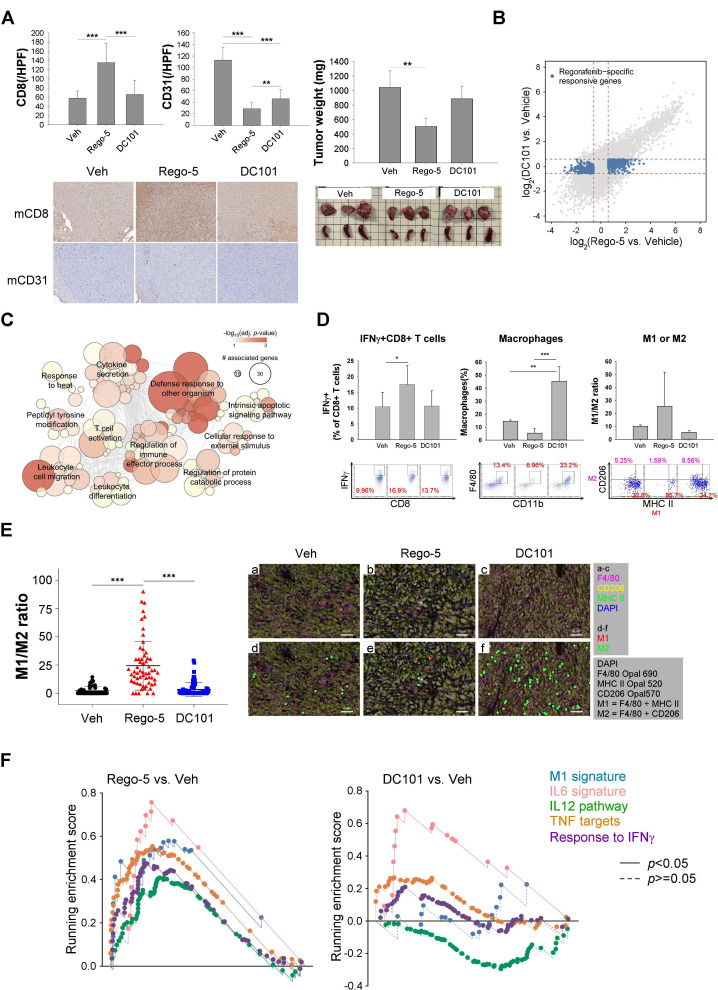
Regorafenib had immunomodulatory effects, which are independent of anti-angiogenesis. (A) Comparison between regorafenib and DC-101, a murine anti-VEGFR2 antibody, in terms of induction of CD8+ T cell infiltration (CD8 staining), angiogenesis inhibition (CD31 staining), and antitumor efficacy. BALB/c mice implanted BNL-MEA cells orthotopically were treated with regorafenib (5 mg/kg/day) or DC-101 (800 μg, intraperitoneal, days 1, 3, 5) for 5 days. (B) Scatter plot comparing the fold changes of genes regulated by regorafenib or DC-101. The blue dots indicated genes whose regulations were considered independent of VEGFR2 inhibition. (C) Enrichment map showing GO terms of regorafenib-regulated, VEGFR2-independent genes. Groups of functionally related gene sets were highlighted. (D) Composition of tumor-infiltrating immune cells analyzed by flow cytometry. Orthotopic liver tumor samples were collected 5 days after treatment start and the percentage of individual immune cell types was measured by flow cytometry. Values are presented as means±SD (n=3 in each group). (E) Regulation of macrophage polarization by regorafenib in vivo, indicated by the change in the ratio of M1 (F4/80+MHCII+CD206-))/M2 (F4/80+MHCII-CD206+) cells measured by multiplex immunofluorescence staining. Multispectral images were acquired to cover the whole area of the specimens; each dot in the left panel represented one acquisition region of interest (ROI). Data were analyzed using 60 ROI images/ tumor, 4 tumors from 4 mice in each treatment group. Right panel, representative spectrally unmixed composite images (×20 magnification) from the multiplex immunofluorescence staining. (F) Gene-set enrichment analysis (GSEA) of signaling pathways related to macrophage activation in tumors treatment with regorafenib or DC-101 compared with vehicle. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

We thus hypothesized that regulation of macrophage polarization may account for the immune modulatory effects of regorafenib, independent of its VEGFR2 inhibitory effects. This hypothesis was supported by the differential effects of regorafenib and DC-101 on regulation of key signaling pathways for macrophage function. Regorafenib induced more prominent changes in the M1 signature,^21^ IL-12 pathways, response to IFN-γ, and targets of tumor necrosis factors (TNFs) (figure 2F, online supplemental table S5).^22^ Effects of regorafenib and DC-101 did not differ significantly in other immune cells analyzed, such as dendritic cells, regulatory T cells, or myeloid-derived suppressor cells (online supplemental figure S2C).

### Regorafenib increased proliferation and activation of CD8+ T cells via regulation of macrophage polarization

To measure the effects of regorafenib on macrophage polarization and T cell function in vitro, BMDMs were pretreated with regorafenib for 1 hour and then polarized by IFN-γ+lipopolysaccharides (LPS) (M1 phenotype) or by interleukin-4 (IL4) (M2 phenotype), respectively, for 24 hours (figure 3A). Regorafenib at sub-micromolar dosages increased M1 markers (TNFα, IL6, MHC II) in M1 macrophages and suppressed M2 markers (Arg1, CD206) in M2 macrophages (figure 3B). Coculture of regorafenib-treated BMDMs (figure 3C) increased T cell proliferation and IFN-γ secretion (figure 3D, E). The above data suggested that regulation of macrophage function, especially suppression of M2 polarization, may play key roles in the immune modulatory effects of regorafenib.

**Figure 3:**
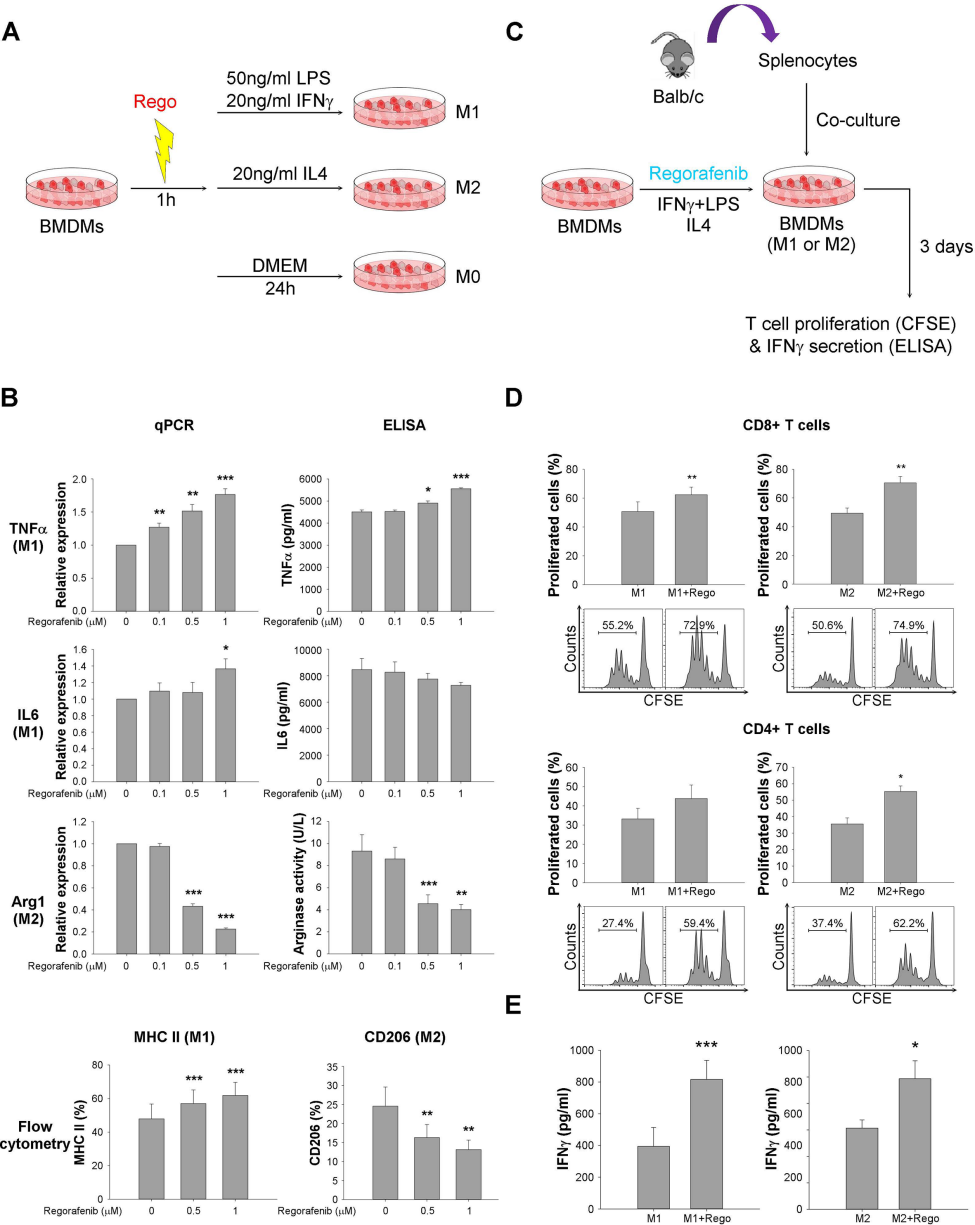
Regorafenib increased proliferation and activation of CD8+ T cells via regulation of macrophage polarization. (A) Design of in vitro study to measure the impact of regorafenib on macrophage polarization. Bone marrow–derived macrophages (BMDMs) were pretreated with regorafenib for 1 hour and then polarized to by interferon-γ (IFNγ)+lipopolysaccharides (LPS) (M1 phenotype) or interleukin-4 (IL4) (M2 phenotype), respectively for 24 hours. M1 (TNFα, IL6, MHC II) and M2 (Arg1, CD206) markers were detected by qPCR, ELISA, flow cytometry, and arginase activity. (B) Expression of M1 markers was enhanced by regorafenib, while expression of M2 markers was suppressed. (C) Design of coculture study to measure the impact of regorafenib-treated BMDMs on T cell function. BMDMs treated with/without regorafenib (1 µM) were cocultured with carboxyfluorescein succinimidyl ester (CFSE)-labeled murine splenocytes at 20:1 ratio for 72 hours. (D) T cell proliferation, measured by CFSE staining and flow cytometry, was enhanced by regorafenib-treated BMDMs. (E) T cell activation, measured by IFN-γ secretion into culture medium using ELISA, was enhanced by regorafenib-treated BMDMs. *, p < 0.05; **, p < 0.01; ***, p <0.001.

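The RNA-seq of the BMDMs holds 6 libraries, with 1 library per condition. BMDMs of BALB/c mice without polarization (M0), polarized with IFN-γ (20 ng/mL) and LPS (50 ng/mL) (M1) or polarized with IL4 (20 ng/mL) (M2) were each sequenced with and without regorafenib. Regorafenib (1 µM) was given 1 hour before the 24 hours of polarization. The authors deposited whole-number read counts per gene, made with STAR on GRCm38 and not normalized. The control and regorafenib libraries held 27586063 and 29335774 counts in M0, 31498101 and 28546104 counts in M1, and 34898342 and 25359309 counts in M2. Counts were scaled with edgeR's TMM over the 6 libraries, and the log2 ratio of regorafenib to control was taken within each state, with a count of 0 replaced by 0.5. Each ratio has a 95% interval from the counts of its gene (conditional exact binomial). These intervals cover counting error only, and no difference between regorafenib and control has a replicate check. A library at 3 or fewer counts of a gene was taken as at the floor, and the fold of that gene is a lower bound. A gene was called when NOISeq's no-replicate mode, re-implemented here, gave it a probability of at least 0.8 and its absolute log2 ratio was at least 1. Such a call describes the pair of libraries and not the conditions.

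With these settings, 1386 genes were called in M0 (478 higher and 908 lower with regorafenib), 130 in M1 (45 higher and 85 lower) and 531 in M2 (270 higher and 261 lower). The probability threshold moved these numbers most: at a probability of at least 0.9, 987 genes were called in M0, 66 in M1 and 294 in M2. The balance of directions in M2 moved with the scaling, from 50.8% higher with TMM to 60.3% higher (312 of 517 genes) with total counts per library.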

To further elucidate the molecular mechanisms by which regorafenib may suppress M2 macrophage polarization, RNA expression and activity of representative cellular kinases in BMDMs treated with regorafenib were analyzed by RNA-seq and phosphokinase array, respectively. Regorafenib increased gene expression related to M1 phenotype and suppressed multiple mediators of M2 polarization (figure 4A, B,online supplemental figure S4A, B, online supplemental table S6, S7) and may inhibit multiple cellular kinases that may involve in immune regulation (figure 4C, online supplemental figure S4C). 

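The response to IL4 was read from the libraries themselves as the genes at least 4-fold higher in the M2 control than in the M0 control (270 genes with at least 10 counts in a library). With regorafenib in M2, the median log2 ratio of these genes was −0.31, below the medians of all 10000 random gene lists matched on expression, whose own median was 0.13. Of the 270 genes, 94 were lower and 55 were higher by 2-fold or more. The list shares the M2 control library with the comparison, which pulls its median down. In 100 simulations of unchanged libraries this pull was −0.03, and −0.18 (at most −0.27) with an added variation of 0.2 between libraries. The median depended on the choice of list: for the 278 genes at least 4-fold higher in M2 than in M0 with regorafenib, which shares the M2 regorafenib library, the median was 0.20 (percentile 81.3). In the same simulations this list was pulled up by 0.04, and by 0.17 (at most 0.26) with the added variation, so that 0.20 is not beyond what unchanged libraries give. For the 132 genes in both lists it was −0.15 (percentile 0.22). Without the minimum of 10 counts, the median of the list from the controls was −0.94 over 647 genes. It was −0.10 with 1 CPM added to both values, a setting for which the pull was not simulated. With genes at the floor in a library set at their bound it was −0.27, and that of the list from the regorafenib libraries was 0.06. The simulations did not use such bounds, so these 2 values cannot be set against them.

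Known IL-4 marker genes went in both directions in M2. A list of 21 such genes, written from general knowledge after Table S7 had been read, held 14 genes with an interval above 0 and 7 with an interval below 0, and its median log2 ratio was 1.22. Table S7 lists 11 of the 21 genes for M2. Among those lower, Mrc1 (ENSMUSG00000026712.3, chromosome 2, 14229392 to 14332057) fell from 24237 to 12895 counts (log2 ratio −0.53), and Mgl2 fell from 2017 to 305 counts (−2.34). Among those higher, Retnla (ENSMUSG00000061100.4, chromosome 16, 48842551 to 48844461) rose from 941 to 3348 counts (2.22) and Chil3, which shares 4.93% of its 100-base words with other genes, rose from 379 to 675 counts (1.22).

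For the M1 phenotype, the genes at least 4-fold higher in the M1 control than in the M0 control (1350 genes, from libraries outside the M2 comparison) had a median log2 ratio of 0.38 in M2, above all random lists. That median is the ratio of a gene at 0 counts in both M2 libraries. With genes at the floor in a library set at their bound, it was 0.25, and over the 782 genes with at least 10 counts in an M2 library, a filter chosen after seeing the data, it was 0.23. Of the markers that the paper measures, the class II genes H2-Aa (ENSMUSG00000036594.14, chromosome 17, 34282744 to 34287823), H2-Ab1 and H2-Eb1 rose in M2 by 2.52, 2.70 and 2.45 on the log2 scale. Tnf changed little in M2 (473 and 342 counts, log2 ratio −0.08, interval −0.29 to 0.12), and Il6 held 12 and 4 counts, too few to show a difference. The paper reports these markers as raised in M1 macrophages, so the M2 values do not test that. In the M1 libraries, each of these genes was higher with regorafenib. A list of 15 M1 markers from general knowledge had a median of −0.62 in M2, below all random lists. That median is the ratio of Il12a and Il23a, each at 1 and 0 counts, so genes at the floor set it. Of the 12 genes above the floor, 5 were higher, none of them called, and 7 were lower. Cd80 (−1.58) and Fcgr1 (−1.25) were called lower.

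From the enrichment of the M1 signature and from representative genes, the paper states that regorafenib raised expression related to the M1 phenotype and lowered mediators of M2 polarization.

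**Figure D1:**
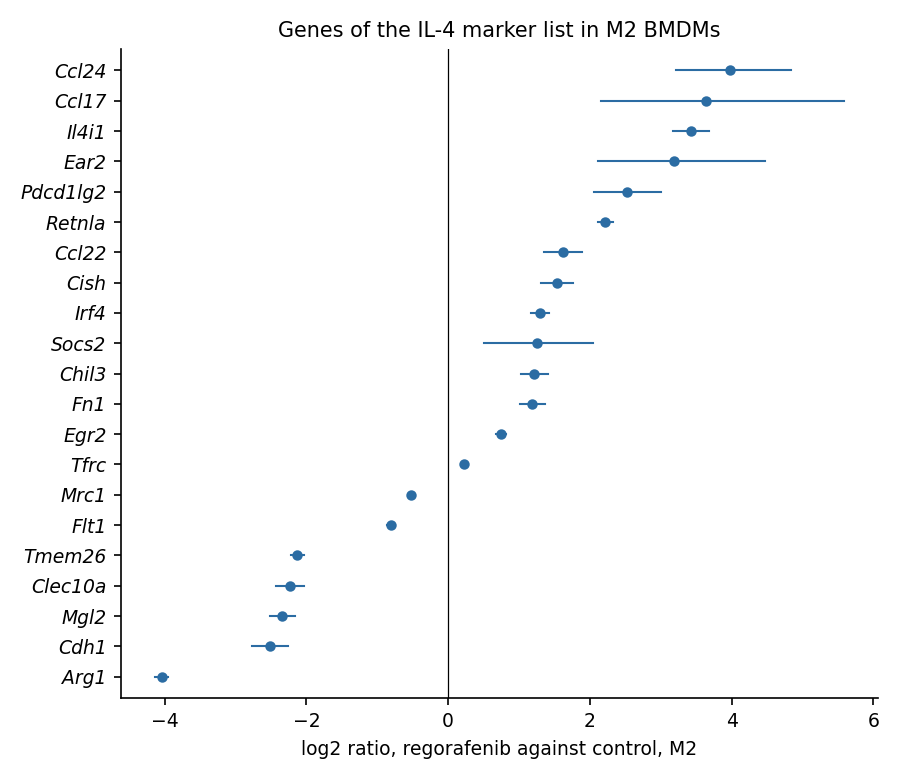
Log2 ratio of regorafenib to control in M2 BMDMs for the 21 genes of the IL-4 marker list, 1 library per condition. Points are ratios and lines are 95% intervals for counting error, from −4.04 for Arg1 to 3.98 for Ccl24, and Ear2 shares 13.9% of its 100-base words with other genes.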

Among the regorafenib-regulated kinases, p38MAPK was of particular interest since p38MAPK activation was recently found to promote M2 macrophage polarization^23^ in addition to its well-established roles in regulating apoptosis^24 25^ and response to oxidative stress.^26^ The colony-stimulating factor-1 (CSF-1) receptor (CSF-1R) pathway has been reported as a critical mechanism by which regorafenib exerted its immune modulatory effects,^14 27^ but this kinase was not included in the phosphokinase array we used. In both BMDMs and the J774A.1 macrophage cell line, regorafenib may inhibit CSF-1R phosphorylation at concentration of 1 µM. However, no significant changes in the expression patterns of CSF-1 response genes^28^ in BMDM were found. On the other hand, suppression of p38MAPK signaling^29^ and the downstream CREB1-responsive genes^30^ was consistent with the suppression of IL-4-responsive genes,^31^ which play critical roles in regulating M2 polarization of TAMs (online supplemental figure S4D). Therefore, p38MAPK was selected for further mechanistic exploration.

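The counts of Csf1r (ENSMUSG00000024621.15, chromosome 18, 61100598 to 61132149) went from 52356 to 101392 with regorafenib in M0 (log2 ratio 0.85) and from 64521 to 78969 in M2 (0.68), and from 49500 to 41775 in M1 (−0.14). The gene list that the paper cites for the CSF-1 response was not used here, and the axis of Fig. S4D carries the label of a mouse tumor arm rather than of BMDMs. In its place, 18 genes known to be induced and 12 genes known to be repressed by CSF-1 were listed from general knowledge, after Table S7 had been read. The median log2 ratio of the induced genes was −2.43 in M0 and −1.44 in M2, with 17 of 18 genes lower in each state, and −0.03 in M1. For the repressed genes it was 2.70 in M0 and 2.04 in M2, with 11 of 12 higher in each, and −0.04 in M1. The M0 and M2 medians lay outside those of all 10000 random lists, and the M1 medians lay among them. The sign of the M1 median of the induced genes changed with the scaling (−0.05 to 0.01).

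Table S7 lists 13 of the 18 induced genes for M0 and 9 for M2. The remaining 5 genes in M0 had a median of −0.83 (percentile 1.76), and the remaining 9 in M2 a median of −0.74, below all random lists, but 5 of these 9 are listed for M0. Listed for neither state are 4 genes: Ccnd2 (log2 ratio −2.96 in M0 and −2.95 in M2), Spred1 (−0.83 and −0.98) and Spry2 (−0.60 and −0.40) were lower, and Egr1 (0.29 and 0.99) was higher. Of the 12 repressed genes, Table S7 lists 11 in each of M0 and M2, and the remaining gene, Klf2, was lower (−0.93 in M0 and −0.79 in M2).

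**Figure D2:**
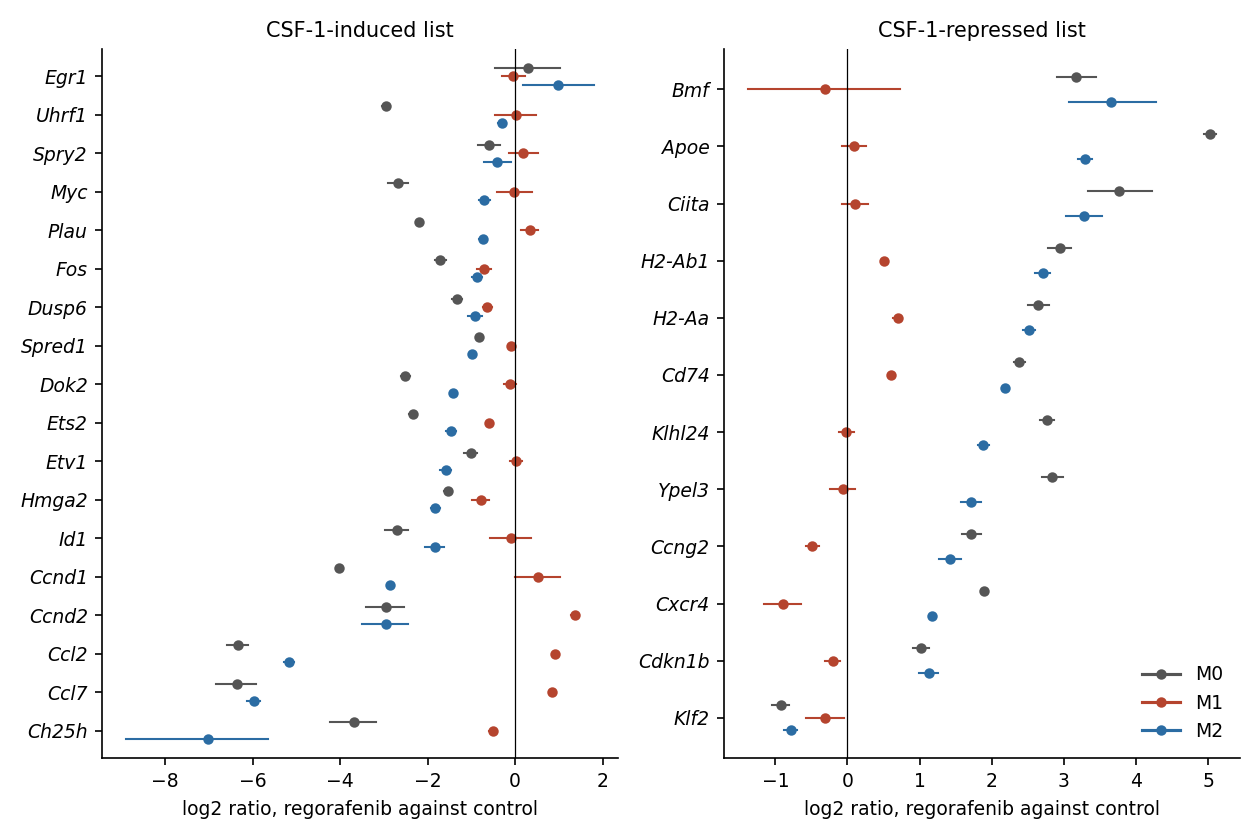
Log2 ratio of regorafenib to control for the genes of the CSF-1-induced and CSF-1-repressed lists in M0, M1 and M2 BMDMs, 1 library per condition. Points are ratios and lines are 95% intervals for counting error, with 17 of 18 induced genes below 0 and 11 of 12 repressed genes above 0 in M0 and M2.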

**Figure 4:**
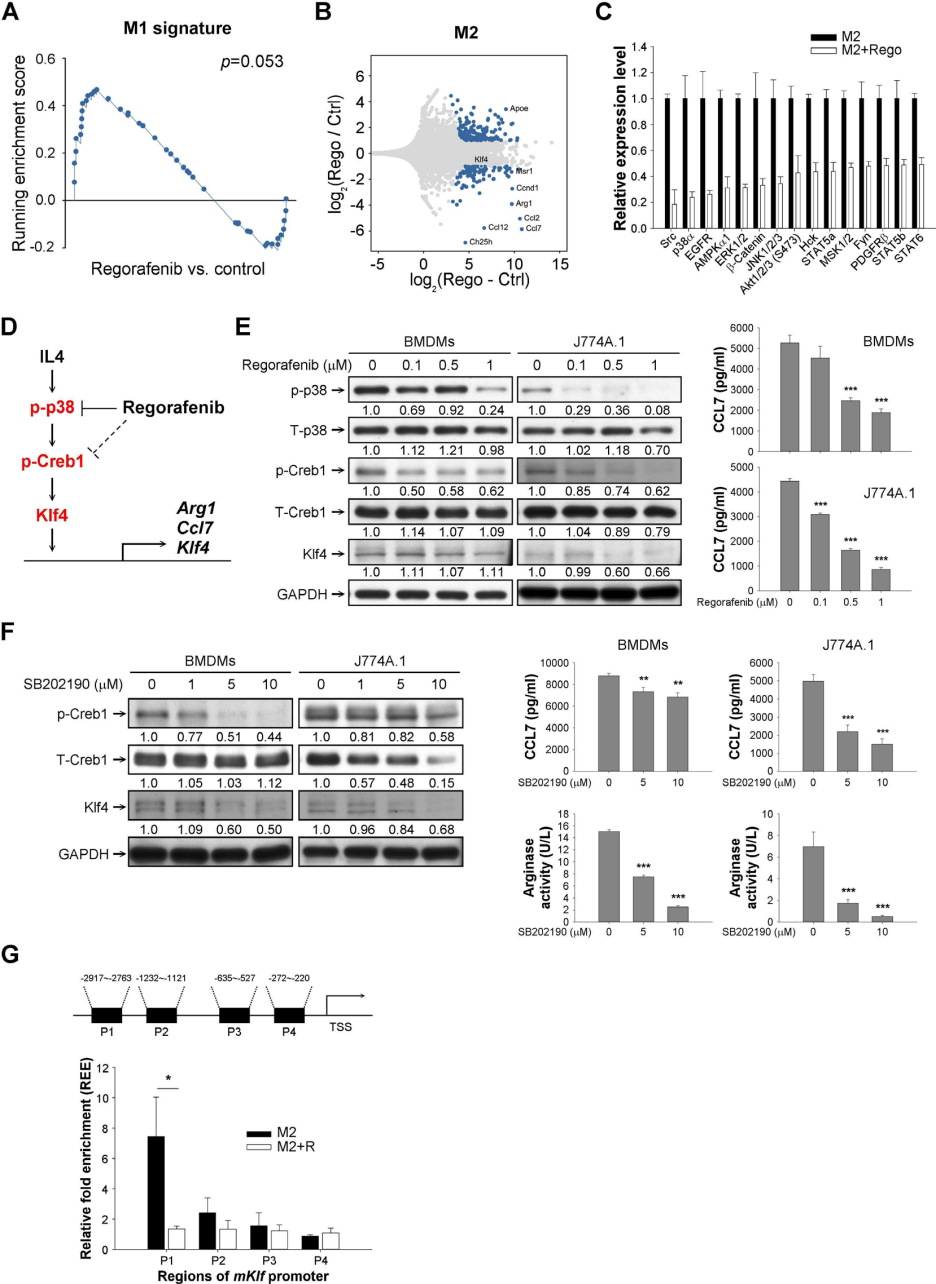
Regorafenib may regulate macrophage polarization through suppressing p38MAPK-Creb1-Klf4 pathway. (A) Gene-set enrichment analysis (GSEA) of M1 signature in regorafenib-treated or vehicle-treated M2 macrophages derived from bone marrow–derived macrophages (BMDMs). BMDMs were pretreated with regorafenib 1 µM for 1 hour, polarized to M2 phenotype, and total RNA were harvested for RNA-sequencing. (B) Representative genes regulated by regorafenib in M2 BMDMs. Genes with log (fold changes) (logFC) of >1 or <−1 were listed. (C) Inhibition of representative kinases in BMDMs by regorafenib 1 μM (phospho-kinase array). Kinases with ≥50% suppression of phosphorylation were shown. (D) A proposed mechanism by which regorafenib may prevent the M2 polarization of macrophages. (E) Suppression of p38MAPK and the downstream Creb1 phosphorylation and expression of Klf4 and CCL7 by regorafenib in macrophages. (F) Suppression of Creb1 phosphorylation, Klf4/CCL7 expression, and arginase activity in macrophages by the p38MAPK inhibitor SB202190. The number below each band in the western blot indicated the relative intensity of staining signals measured by ImageJ software (National Institutes of Health, https://imagej.nih.gov/ij/). (G) Binding of the transcription factor Creb1 to the predicted binding sites at the Klf4 promoter. Regorafenib (1 µM) significantly suppressed Creb1 binding to Klf4 promoter, particularly the −2917 to −2763 site, in M2 BMDMs. *, p < 0.05; **, p < 0.01; ***, p <0.001.

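The running-sum enrichment score of the M1 signature was recomputed with 14917 genes ranked by the log2 ratio in M2. It was 0.566 over the 49 genes of the signature with at least 10 counts in a library, and 3 listed names matched no gene. Drawing the genes of the signature again 1000 times gave scores from 0.403 to 0.699 (95%). Of the 49 genes, 29 were higher and 20 lower with regorafenib, and 19 genes came before the maximum of the score, 12 of them among the 14 core genes that the paper lists. The score moved most when 1 CPM was added to both values of each ratio, to 0.382. Genes with few reads weigh on it: 3 of the 49 genes were at the floor in both M2 libraries and 5 in one of them. With the 41 genes of at least 10 counts in an M2 library, a filter chosen after seeing the data, the score was 0.483. Of these 41 genes, 21 were higher and 20 lower. Leading genes with many reads include Tlr2 (554 to 1478 counts, log2 ratio 1.80) and Itgal (1260 to 3289 counts, 1.77), and those with few include Hp (4 to 26 counts) and Fpr1 (0 to 4 counts). The lowest ratios of the signature were those of the interferon-regulated genes Rsad2 (−1.46), Mx1 (−1.37), Oasl1 (−1.30) and Cxcl10 (−1.29).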

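Of the 9 genes in Fig. 4B, 8 were lower and called in M2 and Apoe was higher and called. Ch25h had the lowest ratio, from 678 to 4 counts (log2 ratio −7.02, interval −8.90 to −5.66). The chemokine genes Ccl7 (ENSMUSG00000035373.2, chromosome 11, 82045712 to 82047525) and Ccl12 fell from 30289 to 368 counts (−5.98) and from 1087 to 14 counts (−5.89), and Ccl2 fell from 30618 to 649 counts (−5.18). Arg1 (ENSMUSG00000019987.9, chromosome 10, 24915221 to 24927484) fell from 21798 to 1017 counts (−4.04, interval −4.13 to −3.95). The smallest of the 8 decreases was that of Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466), from 6702 to 2362 counts (−1.12, interval −1.19 to −1.05), and Ccnd1 and Msr1 lay between at −2.85 and −1.55. Apoe (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188) rose from 1018 to 7659 counts (3.30). The 9 directions stayed under each of the scalings tried. Among called genes with at least 100 counts in the higher library, the highest ratios in M2 were those of Tmem176b (8 to 123 counts, 4.33), Nxpe5 (4.15) and Ccl24 (15 to 181 counts).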

Although decreased phosphorylation of kinases such as src, EGFR, AMPK, ERK, and AKT were found by the kinase array, these kinases had much higher Kd by in vitro kinase assay with treatment of regorafenib or its active metabolites,^32 33^ suggesting that effects of regorafenib on these kinases may be secondary to the interaction in the complex signaling network in macrophages.

We next used the upstream regulator analysis tool of ingenuity pathway analysis to analyze the downregulated genes in regorafenib-treated macrophages in order to seek the potential mediator(s) regulated by regorafenib. 

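Table S8 gives 9 target genes for the regulators that ingenuity pathway analysis returned, and each of the 9 was lower with regorafenib in M2, by an interval below 0. Of these, 8 were called, and Cd44 was not (46463 and 18146 counts, log2 ratio −0.97). The paper ran that analysis on downregulated genes, so the direction of the 9 genes in M2 is no independent result. The table assigns Arg1, Klf4 and Mmp13 to Creb1 and Arg1, Cd44 and Klf4 to Klf4. Mmp13 (ENSMUSG00000050578.10, chromosome 9, 7272514 to 7283331) fell from 3268 to 652 counts (−1.94). The log2 ratios of Serpinb9b, Ets2, Enpp1, Rars and Ifi44 lay between −2.10 (Serpinb9b) and −1.02 (Ifi44). In M1, 7 of the 9 genes were lower, 1 of them called, and Cd44 (0.12) was among the others, while the sign of Enpp1 in M1 changed with the scaling.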

The results revealed that multiple transcriptional factors were potentially regulated by regorafenib (online supplemental table S8), including Klf4 and cAMP response element binding protein 1 (Creb1), which have been known to be crucial in macrophage activity/survival.^34–36^ Intriguingly, p38MAPK has been noted to regulate Creb1 phosphorylation.^37^ We therefore hypothesized that regorafenib represses M2 polarization of macrophages through inhibiting p38MAPK activity, which suppresses p38MAPK-regulated Creb1 phosphorylation to downregulate *Klf4* transcription (figure 4D). Treatment of regorafenib in murine BMDMs and the J774A.1 macrophage cell line suppressed p38MAPK and Creb1 phosphorylation, as well as the expression of Klf4 and Ccl7 (a cytokine associated with M2 polarization) (figure 4E). Inhibition of the p38MAPK-Creb1-Klf4 pathway by shRNA knockdown of MAPK14 (online supplemental figure S4E, F) or the p38MAPK inhibitor SB202190 (figure 4F) showed similar effects on modulation of M2 markers. Suppression of Creb1 binding to the cAMP responsive elements of *Klf4* promoter by regorafenib validated the regulation of Creb1 binding on *Klf4* promoter by regorafenib (figure 4G).

The effects of regorafenib on adaptive antitumor immunity were further explored by adoptive transfer of antigen-specific cytotoxic T cells and by combination with anti-PD-1 therapy. Regorafenib significantly enhanced the antitumor efficacy of the adoptively transferred CD8 T cells (figure 5A), which was associated with increased CD8 T cells in the tumors (figure 5B). On the other hand, the distribution of the adoptively transferred CD8+ T cells in peripheral blood, spleen, or lymph nodes of tumor-bearing mice did not differ with the addition of regorafenib (figure 5C). The combination of regorafenib and anti-PD1 therapy demonstrated synergistic antitumor efficacy in the liver cancer models in terms of tumor growth (figure 6A) and animal survival (figure 6B) as compared with either monotherapy. Regorafenib alone or regorafenib plus anti-PD treatment regulated multiple genes associated with leukocyte proliferation and migration in our animal models (online supplemental figure S5). Moreover, the regorafenib-anti-PD1 combination induced a distinctive pattern of gene expression, compared with treatment with either regorafenib or anti-PD1 alone (figure 6C, online supplemental table S9), and multiple immune-related pathways were involved (figure 6D, online supplemental table S10). The above data support our proposed mechanisms by which regorafenib regulates antitumor immunity (figure 6E).

**Figure 5:**
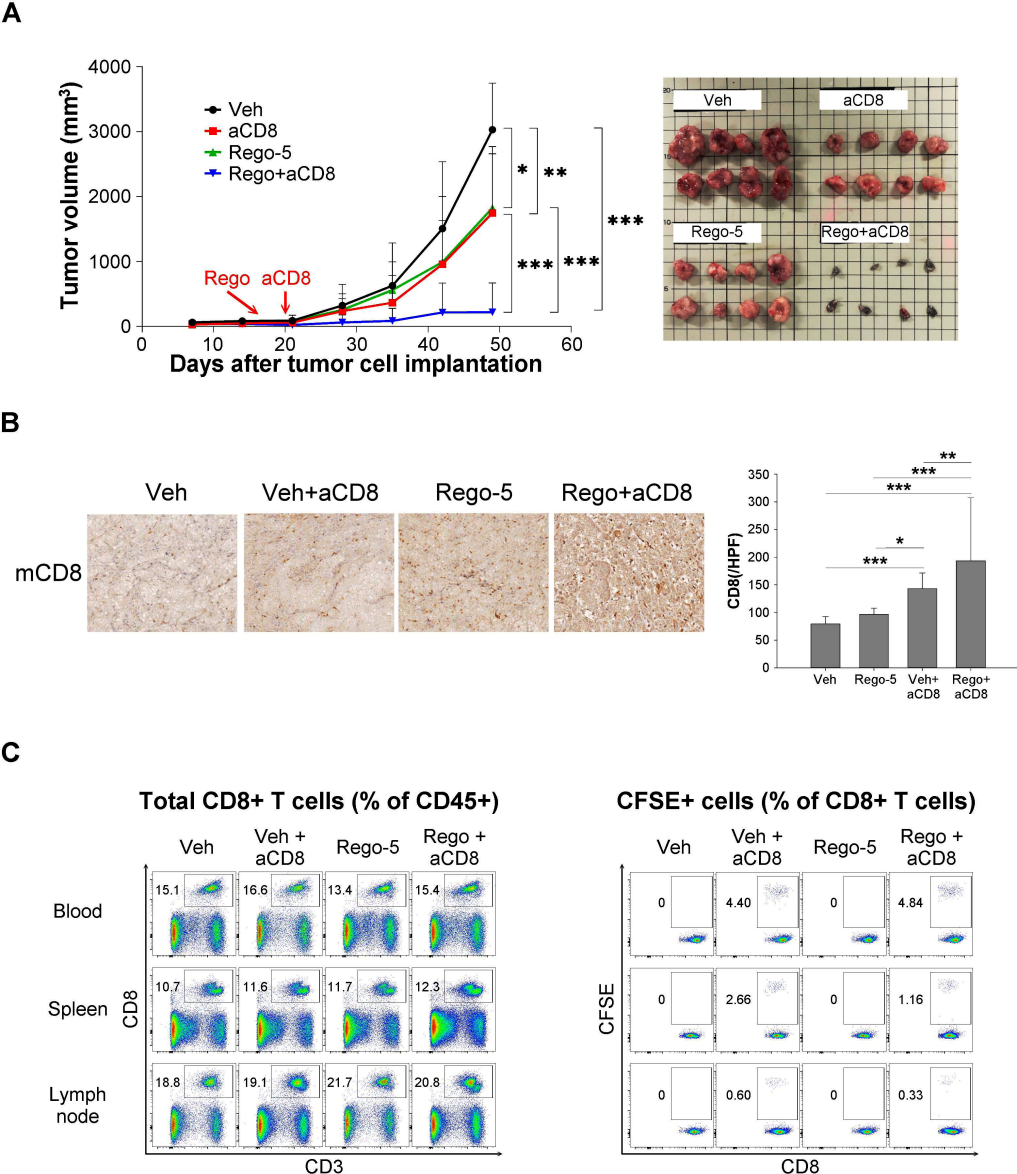
Effects of regorafenib on adoptive transfer of antigen-specific cytotoxic T cells. (A) Adoptive transfer of antigen-specific, carboxyfluorescein succinimidyl ester (CFSE)-labeled CD8+ T cells into C57BL/6 mice-bearing gp33-overexpressed Hepa1-6 cells subcutaneously. The antitumor efficacy of antigen-specific CD8+ T cells adoptively transferred into mice-bearing gp33-overexpressed tumors was enhanced by regorafenib (5 mg/kg/day) (N=8). (B) Immunohistochemistry staining and quantification of tumor-infiltrating CD8+ T cells. Data were analyzed using 20 images (regions of interest, ROI)/ tumor, 4 tumors from 4 mice in each treatment group. (C) The transferred T cells in peripheral blood, spleen, and lymph nodes were measured by flow cytometry. *, p < 0.05; **, p < 0.01; ***, p <0.001.

**Figure 6:**
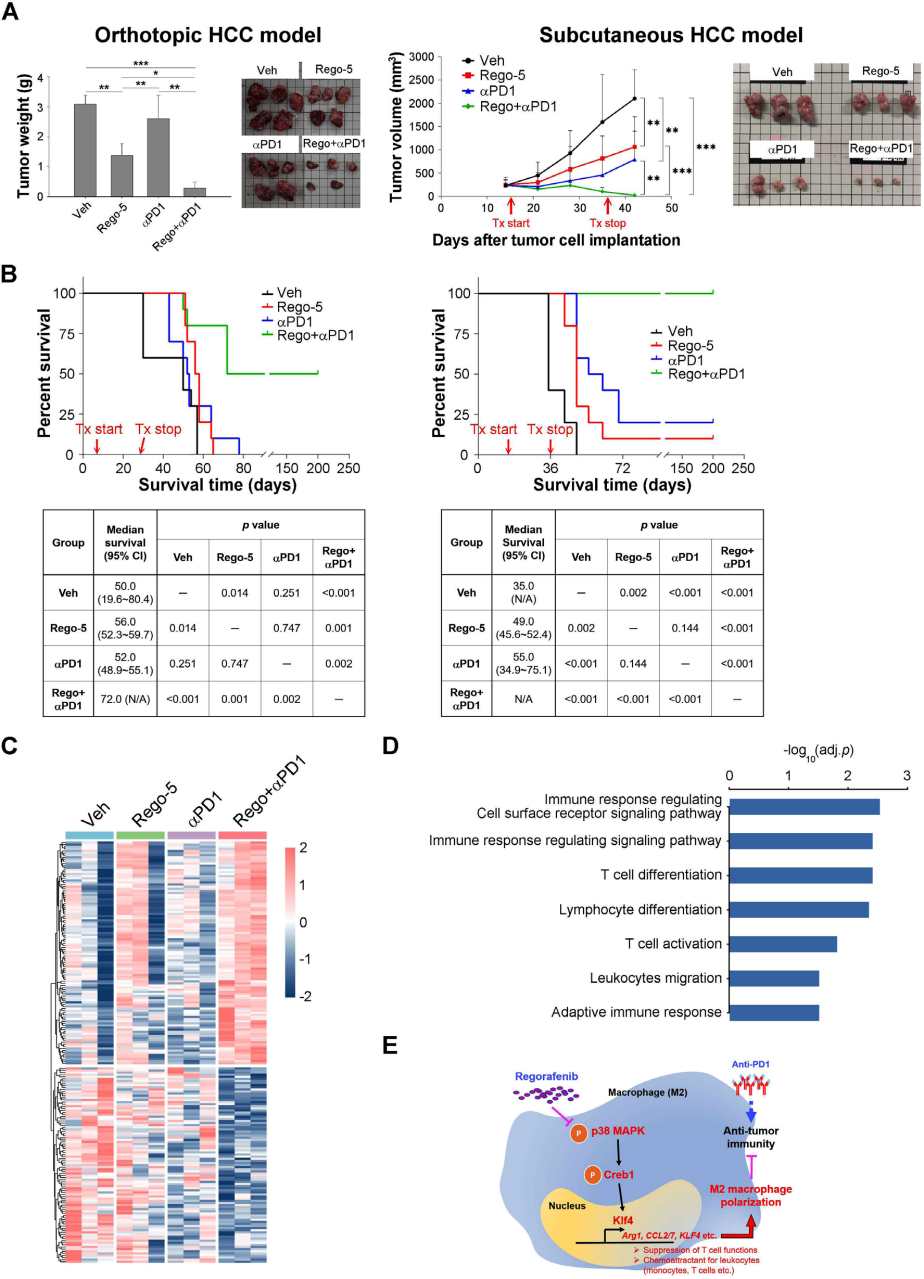
Antitumor synergy between regorafenib and anti-program cell death-1 (anti-PD1) therapy. Synergistic antitumor efficacy between regorafenib (5 mg/kg/day) and anti-PD1 (200 µg/intraperitoneal, ×5) therapy in orthotopic (BNL cell line/BALB/c mice) and subcutaneous (Hepa1-6 cell line/ C57BL/6 mice) syngeneic liver cancer models. (A) The efficacy was measured in terms of tumor weight/volume (orthotopic, N=5; subcutaneous, N=10 in each treatment group). (B) The efficacy was measured in terms of animal survival (N=10 in each treatment group). (C) Differential patterns of gene expression regulated by regorafenib and anti-PD1. Three tumors in each treatment group were subjected to RNA-seq analysis. (D) Over-representative GO terms (adj. p value<0.05) related to genes induced by the combination of regorafenib and anti-PD1. (E) Proposed mechanisms by which regorafenib regulates antitumor immunity through macrophage polarization. HCC, hepatocellular carcinoma. *, p < 0.05; **, p < 0.01; ***, p <0.001.

## Discussion

In this study, we demonstrated that regorafenib modulates macrophage polarization and enhances antitumor immunity independent of its anti-angiogenic effects. The p38MAPK/Creb1/Klf4 signaling pathway may play a critical role in the regorafenib-induced M2 to M1 TAM polarization and subsequent T cell activation by the polarized M1 macrophages. Our study provides rationale of combining regorafenib at biologically effective dosage with other immunotherapeutic agents to improve the therapeutic index in the clinic.

While many of the immune modulatory effects of these MKIs may be linked to their VEGFR-inhibitory properties, multiple other cellular factors in the tumor microenvironment may be involved, such as increasing the M1 polarization of TAMs,^14 38–41^ enhancing CD4+ and CD8+ T cell infiltration and function,^42–45^ suppressing the number of regulatory T cells,^44 46–48^ or reversing the function of myeloid-derived suppressive cells.^40 49 50^ In this study, we demonstrated the regorafenib dosage required for immune modulation may be lower than recommended as single-agent therapy for advanced HCC treatment. The biologically effective dosage for regorafenib and other MKIs in future development of combination regimens should be clarified based on clearer understandings of molecular mechanisms.

The p38MAPK pathway is crucial for stress responses and has been implicated in a variety of pathological conditions including inflammation, aberrant apoptosis, and cancer metastasis.^51^ The Creb1 transcription factor may be responsible for many anti-inflammatory responses induced by various growth factors and inﬂammatory signals upstream of the p38MAPK pathway.^52^ Interaction of Creb1 and its downstream effector protein Klf4 in regulating macrophage function, particularly promoting M2 polarization, has also been described previously.^53 54^ The present study demonstrated that the p38MAPK/Creb1/Klf4 pathway may play a critical role in mediating the antitumor immunity induced by regorafenib. This approach may help characterize the biologically effective dosage of other MKIs and improve their therapeutic index in combination therapy. p38MAPK may also play vital roles in regulating immune modulatory effects in other cell types, such as dendritic cells,^55^ which provides additional avenues of mechanistic exploration and new target identification.

The combination of anti-PD-1/anti-PD-L1 ICI and anti-angiogenic agents has been extensively studied in multiple cancer types. In addition to advanced HCC, this strategy has also been approved for the treatment of advanced renal cell carcinoma and endometrial carcinoma.^56 57^ Multikinase inhibitors (MKIs) like regorafenib may possess VEGFR-independent effects that may contribute to antitumor immunity, at the price of higher incidence of adverse events. Although questions remain on the comparability of the immune microenvironment between preclinical models and human tumors, our study supports the feasibility of using preclinical models to identify critical immune mediators for specific MKIs and to provide mechanistic rationale of combining regorafenib at a lower dosage with anti-PD-1 ICI to improve the therapeutic index.

Many issues regarding the mechanistic regulation and functional outcome of macrophage activation/polarization require further investigation. First, in this study, macrophage polarization was identified as an angiogenesis-independent mechanism by which regorafenib exerts its antitumor immunity effects. In fact, activation of TAMs incorporates diverse and dynamic proinflammatory and anti-inflammatory signals in the tumor microenvironment, and tumor angiogenesis plays an integral part of its regulation.^58^ Therefore, regorafenib may regulate macrophage polarization in the tumor microenvironment via both angiogenesis-dependent and angiogenesis-independent mechanisms. Second, the dichotomous classification of macrophage activation (M1 vs M2) may be oversimplified. Technical advances in high-resolution analysis of macrophage phenotypes may clarify the impact of TAMs ontogeny and tissue-specific stress signals on activation and function of TAMs.^59^ Third, regorafenib may indirectly inhibit the activity of multiple kinases that regulate TAM function. For example, inhibition of adenosine 5′-monophosphate-activated protein kinase (AMPK) signaling may promote M1 polarization via metabolic reprogramming.^60^ Inhibition of AKT signaling, on the other hand, may have discrepant effects on macrophage polarization depending on the AKT isoforms involved.^61^ The CREB family of transcriptional factors may also regulate TAMs function via other targets, such as ATF4.^62^ While the complexity of TAMs activation poses formidable challenges for mechanistic exploration, it also provides enormous opportunity to find out novel immune modulatory strategy for better antitumor efficacy.

In conclusion, regorafenib may enhance antitumor immunity for HCC through modulation of macrophage polarization. This safer and biologically effective dosage of regorafenib will provide better therapeutic index for combination therapy. Optimization of preclinical models should be pursued to facilitate rational design of ICI-based combination regimens and mechanistic exploration of potential antitumor synergy among different immune modulatory agents.

# Supplementary material for: Regorafenib enhances antitumor immunity via inhibition of p38 kinase/Creb1/Klf4 axis in tumor-associated macrophages
**Source:** J Immunother Cancer. 2021 Mar 22;9(3):e001657. doi: 10.1136/jitc-2020-001657
**Supplement:** Supplementary data

## Supplementary materials and methods:

### Cell lines

The human HCC cell lines (HepG2, Hep3B, and SNU-398) and mouse HCC cell lines (Hepa1-6 and BNL-MEA) were obtained from the American Type Culture Collection (ATCC), and the Huh-7 cell line (human HCC) was from the Health Science Research Resources Bank. The mouse macrophage cell line J774A.1 was from the Bioresource Collection and Research Center (BCRC) in Taiwan. Liver cancer cell lines and J774A.1 were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, penicillin (100 units/mL), and streptomycin (100 µg/mL). The cells were maintained in a humidified incubator under 5% CO<sub>2</sub> at 37°C.

### Agents used in this study

| Agents             | Brand       |
|--------------------|-------------|
| Regorafenib        | Bayer       |
| Anti-PD1           | BioXcell    |
| SB202190           | Selleckchem |
| IFN- $\gamma$      | R&D         |
| lipopolysaccharide | Sigma       |

|                                              |              |
|----------------------------------------------|--------------|
| IL4                                          | R&D          |
| carboxyfluorescein succinimidyl ester (CFSE) | Invitrogen   |
| phospho-kinase array                         | R&D          |
| TUNEL assay                                  | Promega      |
| Opal 4-Color Manual IHC Kit                  | Perkin Elmer |
| EasySep Mouse CD8a Positive Selection Kit II | STEMCELL     |

**Antibodies for western blot**

| <b>Antibody</b> | <b>Brand</b>          |
|-----------------|-----------------------|
| p-p38           | Cell Signaling        |
| T-p38           | Cell Signaling        |
| p-CREB          | Cell Signaling        |
| T-CREB          | Cell Signaling        |
| KLF4            | Santa Cruz            |
| p-CSF-1R        | <u>Cell Signaling</u> |
| T-CSF-1R        | <u>Cell Signaling</u> |
| GAPDH           | Santa Cruz            |

**Antibodies for flow cytometry**

| <b>Antibody</b>   | <b>Clone</b>   | <b>Brand</b>            |
|-------------------|----------------|-------------------------|
| anti-CD45         | 30-F11         | Biolegend               |
| anti-IFN $\gamma$ | XMG1.2         | Biolegend               |
| anti-CD11b        | M1/70          | Biolegend               |
| anti-MHC II       | M5/114.15.2    | Biolegend               |
| anti-CD206        | C068C2         | Biolegend               |
| anti-CD335        | 29A1.4         | Biolegend               |
| anti-CD11c        | N418           | Biolegend               |
| anti-CD123        | 5B11           | Biolegend               |
| anti-Gr1          | RB6-8C5        | Biolegend               |
| anti-CD4          | RM4-5          | BD Bioscience           |
| anti-F4/80        | T45-2342 (RUO) | BD Bioscience           |
| anti-CD3          | 145-2C11       | ThermoFisher Scientific |
| anti-CD8          | 53-6.7         | ThermoFisher Scientific |
| anti-CD25         | PC61.5         | ThermoFisher Scientific |
| anti-Foxp3        | FJK-16s        | ThermoFisher Scientific |

### Multiplex immunofluorescence staining

Formalin-fixed, paraffin-embedded (FFPE) tumor sections were studied by using the Polaris® system (PerkinElmer, Waltham, MA, USA) and the Opal 4-Color Manual IHC Kit (PerkinElmer), according to the manufacturer's instructions. The staining protocol used microwave treatment to remove antibodies after staining with individual antibodies and opal fluorophore (listed in supplementary method), and the process was repeated until all antigens have been stained with their respective fluorophores. Fluorescent tyramide signal amplification (TSA) reagents were used to retain intact fluorescent signals after microwave treatment. Finally, the nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI) and mounted with Prolong Diamond Antifade Mountant (ThermoFisher).

### Antibodies for multiplex immunofluorescence staining.

| Antibody    | Dilution | Brand | Opal Fluorophore |
|-------------|----------|-------|------------------|
| anti-F4/80  | 1:100    | Bioss | Opal 690         |
| anti-MHC II | 1:50     | Bioss | Opal 520         |
| anti-CD206  | 1:50     | Bioss | Opal 570         |

### **Preparation of murine bone marrow-derived macrophages (BMDMs)**

Bone marrow cells were isolated from 6–8 week-old male BALB/c mice by flushing femurs and tibias of euthanized mice with DMDM/10% FBS and incubating in red blood cell lysing Buffer (BD Pharm Lyse™). The isolated bone marrow cells were cultured in DMEM supplemented 10%FBS and 20% L929-conditional medium for 7 days to differentiate to macrophages. The culture medium was replaced every three days

### **Chromatin immunoprecipitation (ChIP)**

Bone marrow derived macrophages (BMDMs) were differentiated into M2 macrophage by IL-4, as described in the text, with or without regorafenib treatment. The cells were cross-linked with 1% formaldehyde and stopped by adding glycine to a final concentration of 0.125 M. The cells were washed by cold PBS and harvested in SDS buffer. The cells were centrifuged and the pellets were resuspended in ChIP lysis buffer for sonication. The soluble chromatin was collected by centrifugation and the supernatants were incubated with anti-CREB1 antibody rabbit mAb CST #9197 (Cell Signaling Technology, Inc. of Danvers, MA) and non-immune rabbit IgG for 1 hour at 4°C. Then Protein A magnetic beads, 30 µl, were added and the samples were incubated under gentle

agitation over night at 4°C. The DNA-protein complexes were then eluted, and the specific regions were amplified by quantitative polymerase chain reaction (qPCR).

For investigation of the direct binding of Creb1 on Klf4 promoter, we used JASPAR database to predict the Creb1 binding site on mouse *Klf4* proximal promoter region (0 to -2,945 related to transcriptional start site). The primers were designed to amplified the regions containing the probable Creb1-binding sites which contain the sequences resemble to cAMP responsive element 5'-TGACGTCA-3'.

The sequences of the primers used in ChIP experiments are:

P1 forward: 5'- CGGCGTCAGCACGGCTCCAG-3'; Reverse: 5'-CCCCCTGCCTTTCTTCTCCC-3'.

P2 forward: 5'- GCCCTCACCCCCACCCTACGG-3'; Reverse: 5'-TCCAGCCCCGCCCTCTCTC-3'.

P3 forward: 5'- GCGAGTTATACTGAACACCA-3'; Reverse: 5'-AGTCTTATTACTCCTTTTCCC-3'.

P4 forward: 5'-TGGTGAGTTCAAGACCTGATT-3'; Reverse: 5'-GCACCTGCTCCTTTTCCTGGG-3'.

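The P1 to P4 primers were placed on the 2945 bases of the Klf4 promoter sequence given in the supplement, with positions counted back from the transcription start site. P1 spans −271 to −98 (174 bases), P2 spans −634 to −527 (108 bases), P3 spans −1233 to −1102 (132 bases) and P4 spans −2917 to −2765 (153 bases). Each primer matched the sequence exactly, except the reverse primer of P2, which matched with 1 edit. The JASPAR search of the supplement lists 10 sites by strand, at 8 distinct positions. Sites at 2 of these positions, −271 to −264 and −234 to −227, lie in P1, and none lies in P2, P3 or P4. The nearest listed site to P4 is 138 bases away. When the promoter was searched on both strands for 8-base windows that match TGACGTCA at 6 or more bases, 14 windows were found, with 2 in P1 and 1 in P4. The best window matched at 7 of 8 bases, and no window matched exactly.

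**Figure D3:**
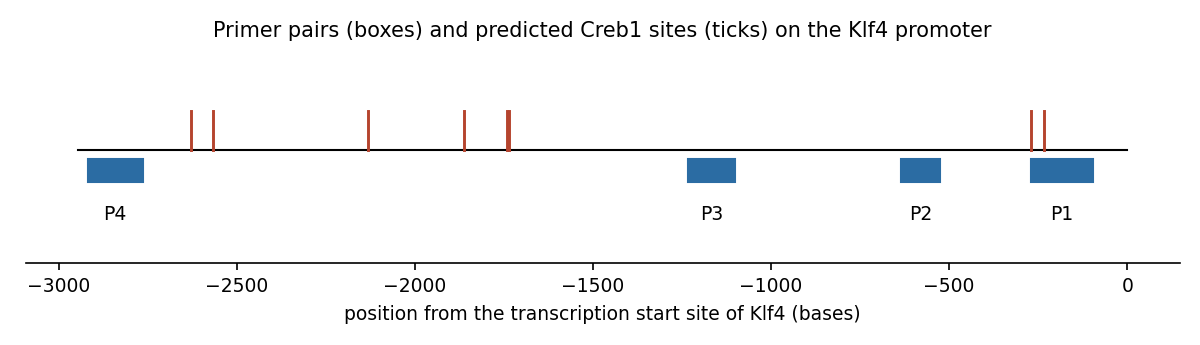
Position in bases from the transcription start site of Klf4 on the promoter sequence of the supplement. Boxes are the spans of primer pairs P1 to P4 and ticks are the 8 positions of predicted Creb1 sites, 2 of them in P1.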

PCR condition was set as following: 95°C, 20 sec- 95 °C, 1 sec - 60 °C, 20 sec for 50 cycles by StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA 94404. USA). The delta Ct values were calculated by the formula: Ct target gene – Ct negative control = delta Ct. The results were presented as the fold enrichments which indicate the antibodies-pulldown ChIP results relative to the IgG samples.

### Schema of animal experiments in this study

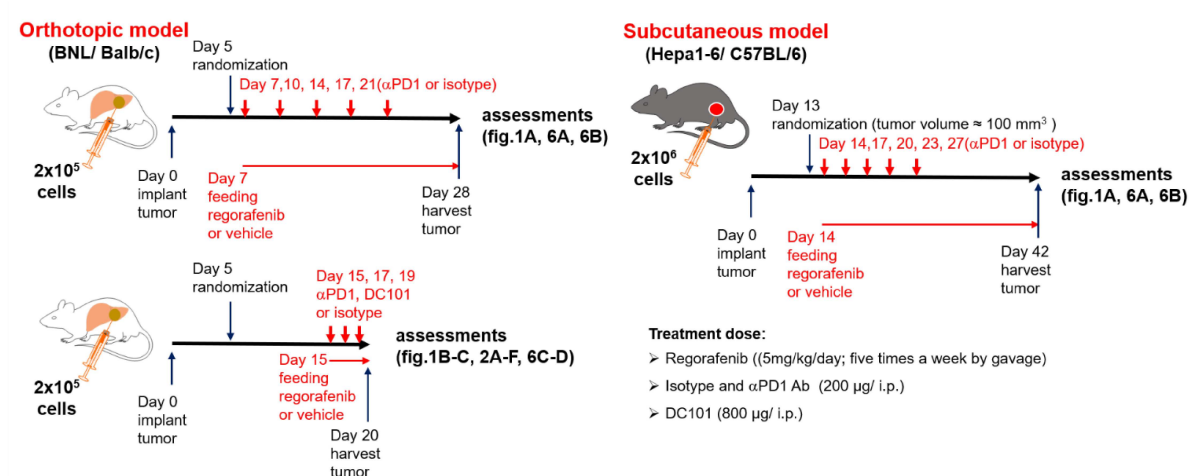

## Supplementary figure

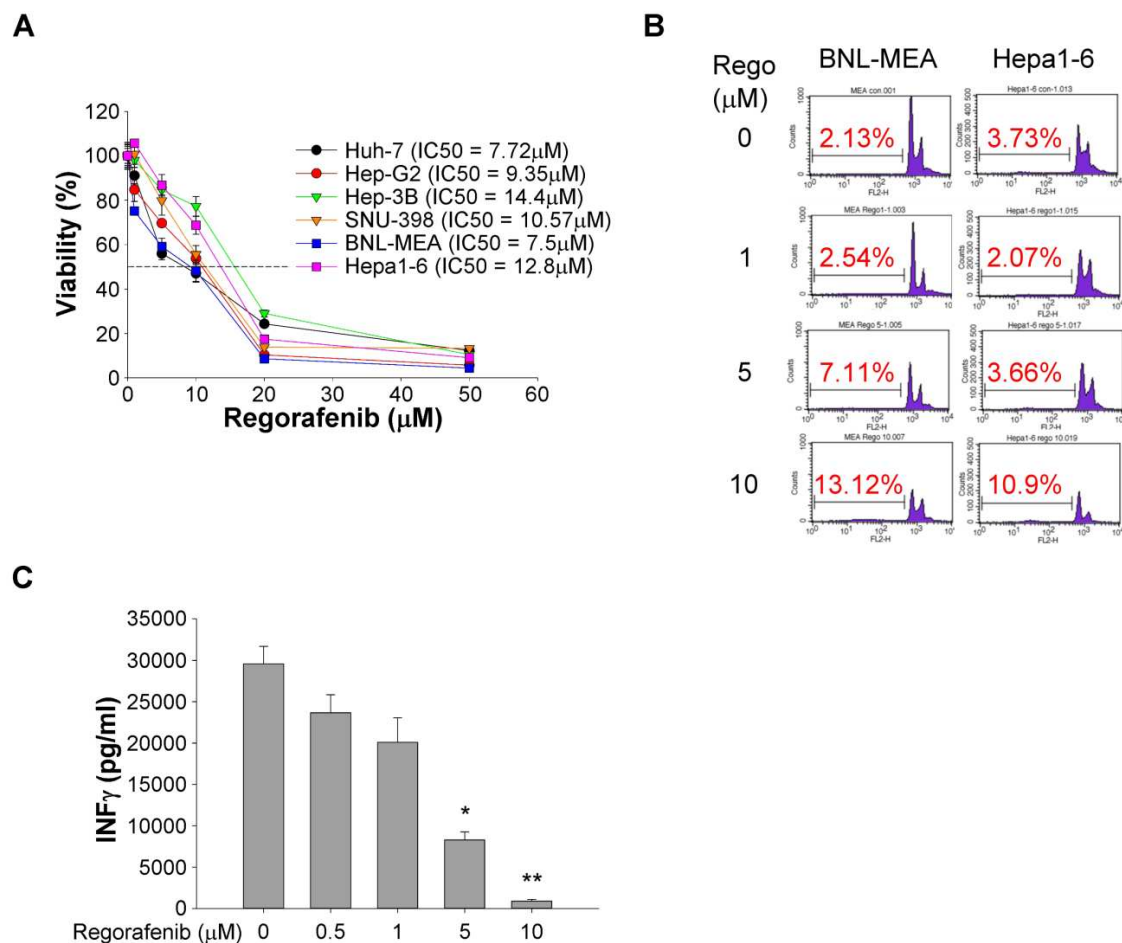

**Figure S1. The immune modulatory and cytotoxic effects of regorafenib on tumor cells or immune cells.**

(A) In vitro viability of liver cancer cell lines (human and murine) measured by MTT assay. (B) Regorafenib-induced apoptosis in murine liver cancer cell lines measured by flow cytometry. (C) Regorafenib may inhibit secretion of interferon- $\gamma$  (IFN- $\gamma$ ), measured by ELISA, from murine splenocytes. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ , two-tailed Student's t test.

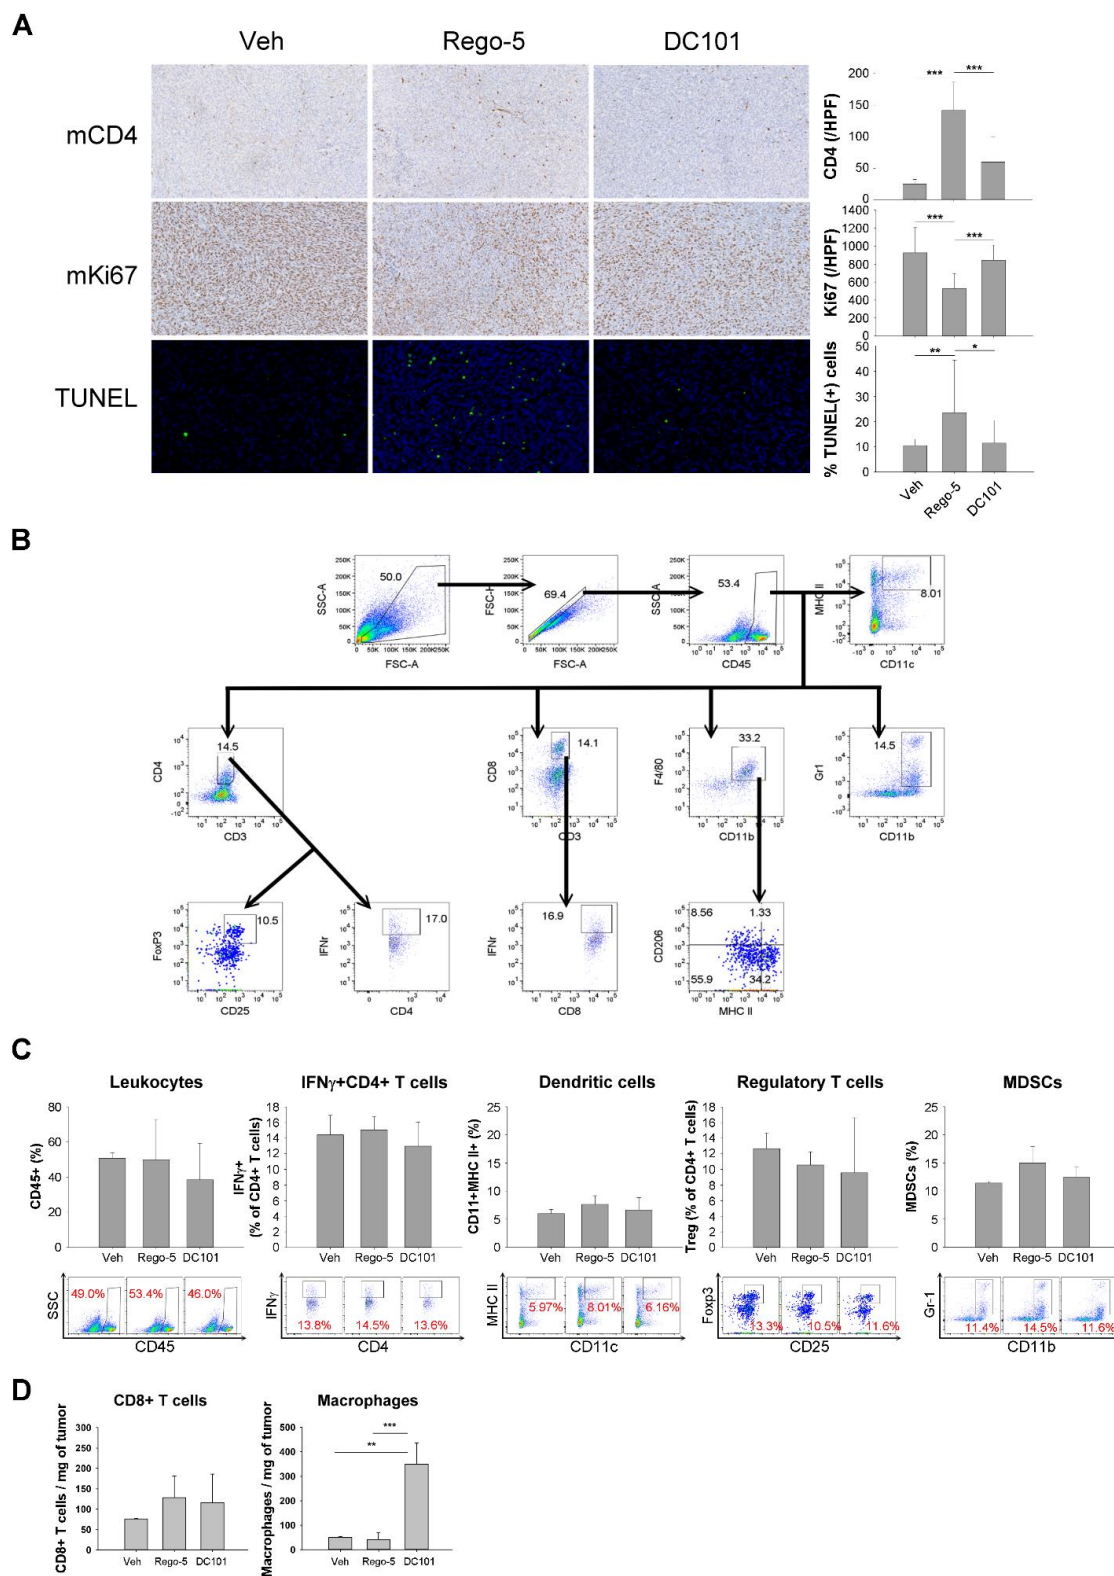

**Figure S2. The immune modulatory effects of regorafenib on other immune cells.**

(A) Immunohistochemistry staining and quantification of tumor-infiltrating CD4<sup>+</sup> T cells, the cell proliferation marker Ki67, and apoptosis (TUNEL assay), in tumors treated by regorafenib (5 mg/kg/day) or DC-101 (800 µg, i.p., day-1, 3, 5) for 5 days

(B) Gating strategy for analysis of tumor-infiltrating immune cells by flow cytometry.

(C) Composition of tumor-infiltrating immune cells after regorafenib or DC-101 treatment, analyzed by flow cytometry. (D) CD8<sup>+</sup> T cells and macrophages of TILs after drug treatment. The bars represented mean cell number  $\pm$  SD/mg tumor tissue. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ , one-way ANOVA with Tukey's post hoc test.

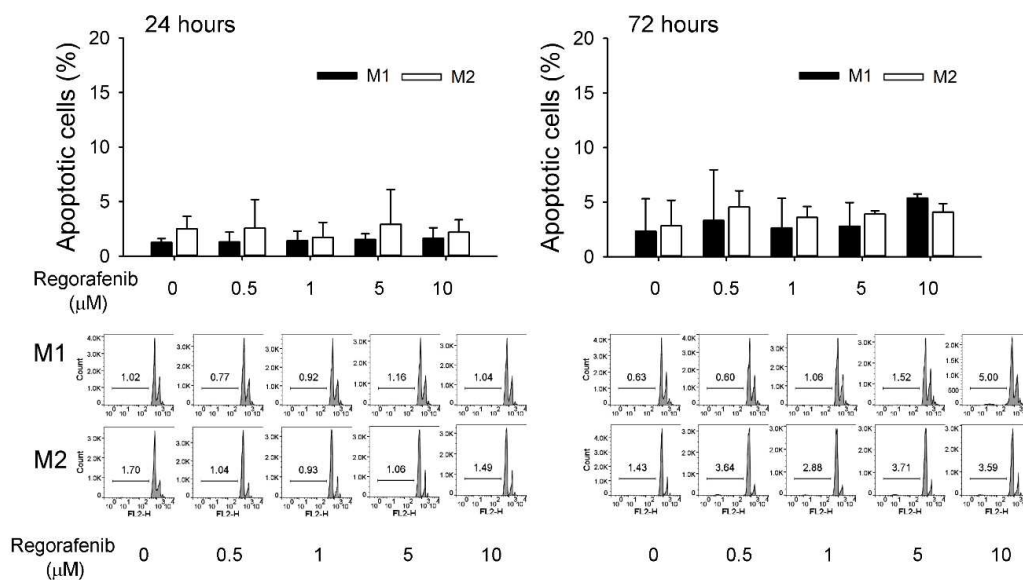

**Figure S3. The cytotoxic effects of regorafenib on macrophages.**

Regorafenib-induced apoptosis in murine BMDM measured by flow cytometry (sub-G1 fraction analysis). Murine BMDMs from BALB/c mice were treated with regorafenib (0, 0.5, 1, 5, 10 μM) for 24 and 72 hours, and polarized to M1 or M2 phenotypes as described methods. Columns, mean averages of three independent experiments; bars, SD.

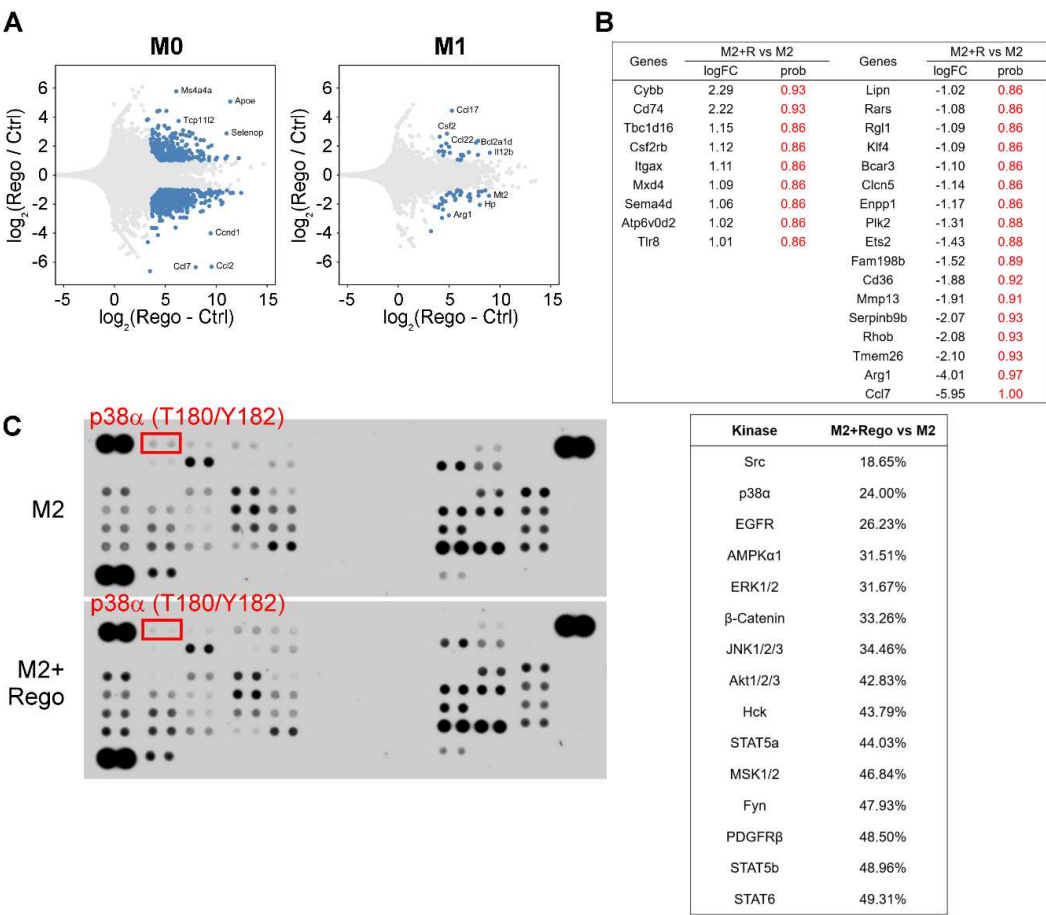

D

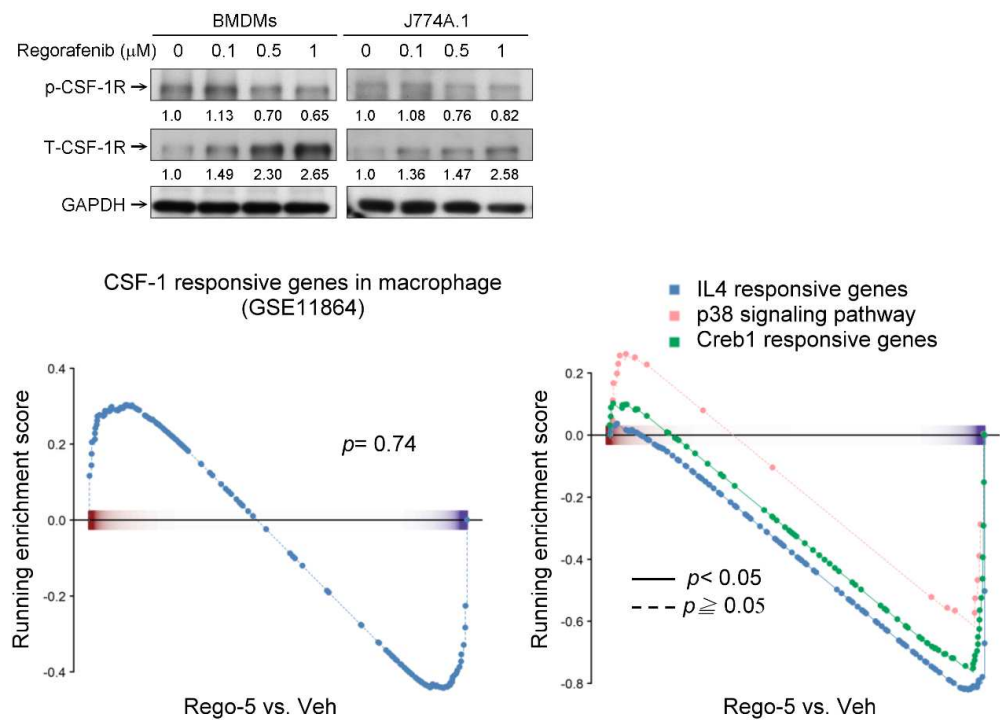

E

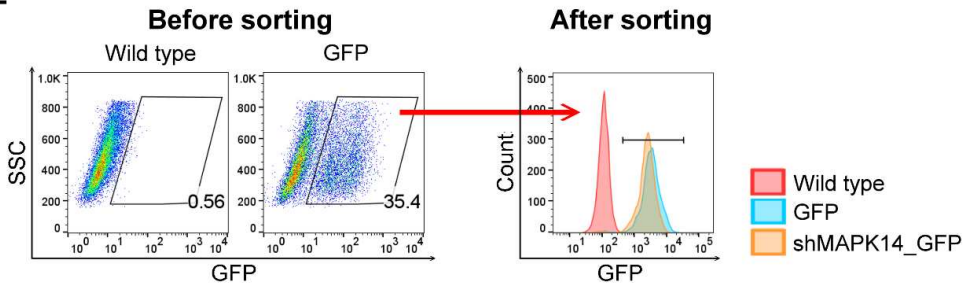

F

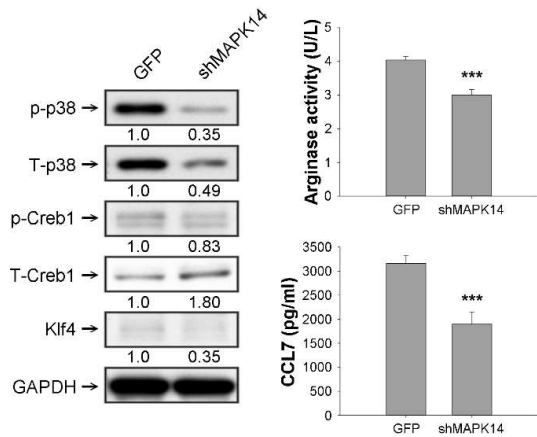

**Figure S4. Exploring the cellular mediators of regorafenib-regulated macrophage polarization.**

(A) MA plots of gene expression regulated by regorafenib. BMDMs were pre-treated with regorafenib 1  $\mu$ M for 1 hour, polarized to M1 or M2 phenotypes as described above, and total RNA were harvested for RNA-sequencing. 

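The genes named in the MA plots for M0 and M1 were all called, in the direction that Table S7 gives. In M0, Ms4a4a (17 to 974 counts, log2 ratio 5.74), Apoe (5.03), Tcp11l2 (3.69) and Selenop (2.84) were higher, and Ccnd1 (−4.03), Ccl2 (−6.34) and Ccl7 (−6.37) were lower. In M1, Ccl17 (ENSMUSG00000031780.2, chromosome 8, 94810453 to 94812036) rose from 19 to 375 counts (4.40), and Csf2 (2.82), Ccl22 (2.34), Bcl2a1d (2.20) and Il12b (10147 to 26829 counts) were also higher. Bcl2a1d shares 54.7% of its 100-base words with other genes. The genes lower in M1 were Mt2 (−1.45), Hp (−2.08) and Arg1 (851 to 114 counts, −2.80).

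Among called genes with at least 100 counts in the higher library, the largest changes in M0 besides these were those of Hpgd (0 to 148 counts, at least 46.0-fold higher), Fn3k (2 to 122 counts, at least 37.9-fold higher) and Ctnnd2 (125 to 3 counts, at least 44.7-fold lower). In M1 they were those of Cx3cl1 (63 to 359 counts, 2.61), Saa1 (191 to 12 counts, −3.89, with 8.96% of its 100-base words in other genes), Gm43181 (290 to 28 counts, −3.27, inside Fbxl5 on the same strand) and Tmem119 (146 to 16 counts, −3.09).

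The ratios of M0 and M2 went together across genes and those of M1 did not. Over 12902 genes, Pearson's r was 0.65 (Spearman's rho 0.68) between M0 and M2, 0.0102 (−0.0455) between M0 and M1, and 0.0369 (−0.0575) between M1 and M2. Genes are not independent replicates, and each pair of states shares no library. Of the 355 genes called in both M0 and M2, 354 had the same direction. M0 and M1 shared 24 called genes, 9 in opposite directions, and M1 and M2 shared 23, 7 in opposite directions.

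**Figure D4:**
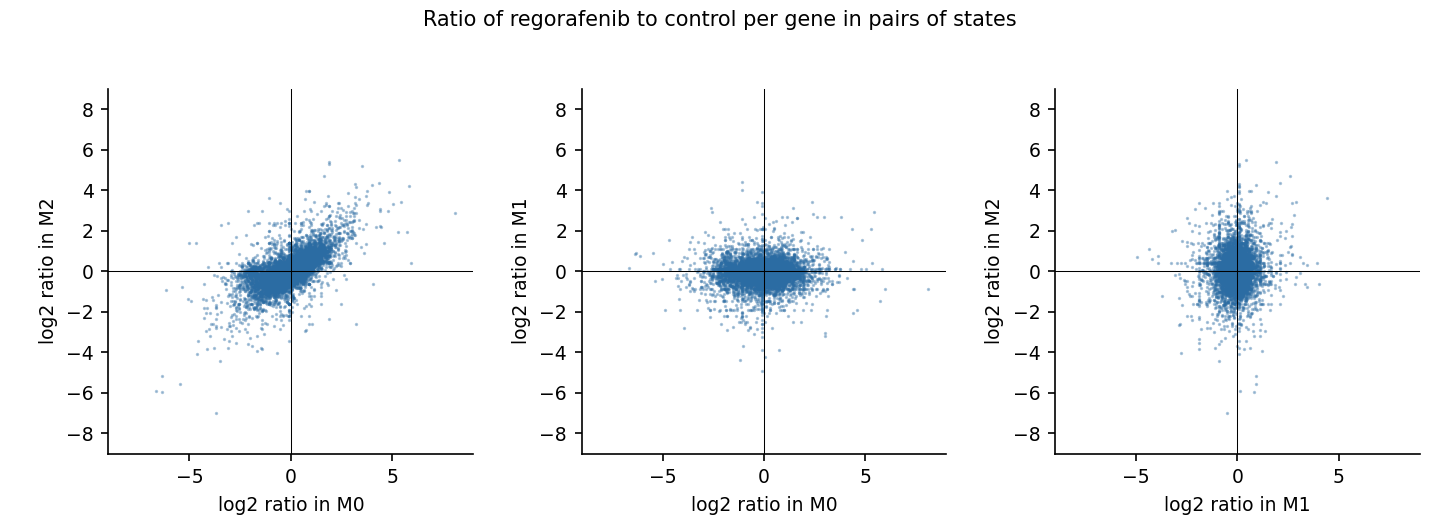
Log2 ratio of regorafenib to control in 1 state against that in another, for pairs of the states M0, M1 and M2. Each point is 1 of 12902 genes with at least 1 CPM in a library, and the ratios of M0 and M2 rise together (Pearson's r 0.65).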

(B) Fold changes of representative genes after regorafenib (1  $\mu$ M) treatment in M2 BMDMs. 

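Of the 9 genes shown as raised in Fig. S4B, all were higher with regorafenib in M2, with log2 ratios from 0.98 to 2.26, and 7 were called. Atp6v0d2 (7878 to 11989 counts, 0.99) and Tlr8 (8352 to 12608 counts) were just under the threshold of 1. Cybb (ENSMUSG00000015340.10, chromosome X, 9435252 to 9487771) rose from 4757 to 17421 counts and Cd74 (ENSMUSG00000024610.14, chromosome 18, 60803848 to 60812652) from 6171 to 21546 counts (2.19). The 17 genes shown as lowered were all lower and called, from −1.05 for Lipn to the value of Ccl7. Examples are Tmem26 (6952 to 1219 counts, −2.13), Rhob (13286 to 2364 counts, −2.11) and Cd36 (51853 to 10537 counts, −1.91). In M1, 5 of the 9 raised genes were higher and none was called. Of the 17 lowered genes, 14 were lower in M1, 1 of them called. For Atp6v0d2, Enpp1 and Mxd4, the sign in M1 changed with the scaling.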

(C) Inhibition of representative kinases in BMDMs by regorafenib (1  $\mu$ M) (phospho-kinase array). (D) In both BMDMs and the J77 macrophage cell line, regorafenib may inhibit CSF-1R phosphorylation at concentration of 1 $\mu$ M. However, no significant changes in the expression patterns of CSF-1 response genes (GSE11864) in BMDM. (E) The shMAPK14-transduced J774A.1 were sorted through GFP signal and check by flow cytometry. (F) Suppression of p38MAPK /Creb1 phosphorylation, Klf4/CCL7 expression, and arginase activity in macrophages by knockdown of the upstream MAPK14 using shRNA. The number below each band in the western blot indicated the relative intensity of staining signals measured by ImageJ software (National Institute of Health, <https://imagej.nih.gov/ij/>).

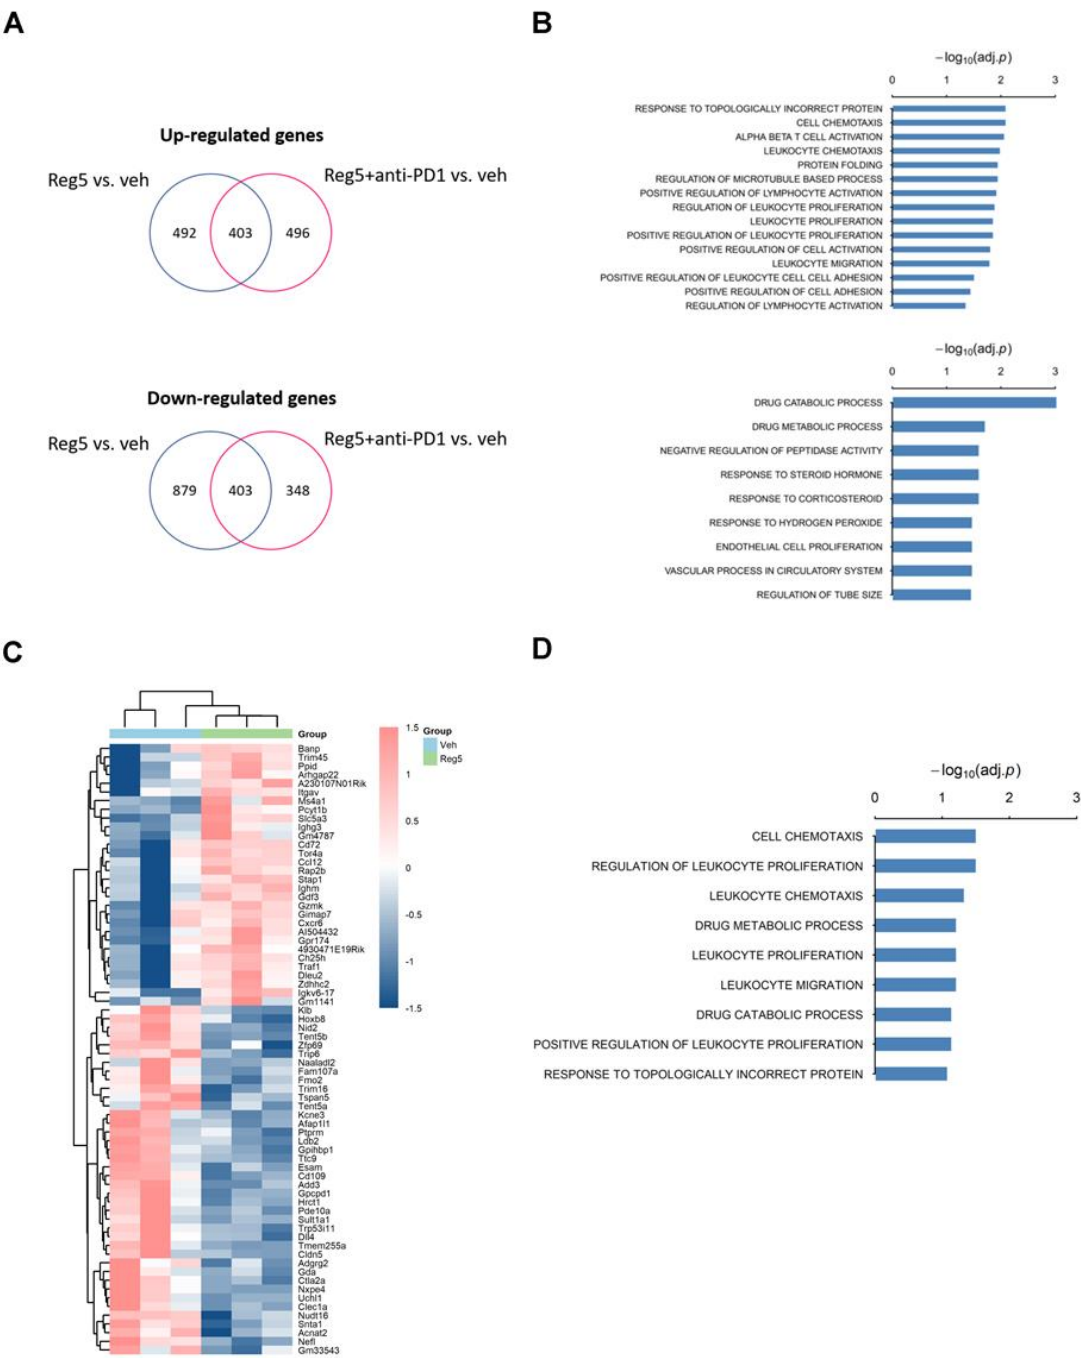

**Figure S5. Exploring the common immune modulatory mechanisms between regorafenib alone and regorafenib-anti-PD1 combination in animal models.**

(A) Overlapping genes which significantly up- (top) or down-regulated (bottom) under the treatment of regorafenib alone and combine with anti-PD1. RNA seq analysis between regorafenib (5 mg/kg/day) and combine with anti-PD1 (200 µg/ i.p. x5) therapy in orthotopic (BNL cell line/BALB/c mice) syngeneic liver cancer models. (B) Bar plots depict the over-representative GO terms (adj. p value < 0.05) of the commonly up-(top) or down-regulated (bottom) genes with the treatment of regorafenib alone and combine with anti-PD1. (C) Heatmap shows the genes which are illustrated in (A) and also differentially expressed under the treatment of regorafenib in subcutaneous syngeneic liver cancer model. RNA seq analysis with regorafenib (5 mg/kg/day) therapy in subcutaneous (Hepa1-6 cell line/ C57BL/6 mice) syngeneic liver cancer model. (D) Over-representative GO terms (adj. p value < 0.1) of genes illustrated in (C).

**Supplementary tables**

**Supplementary table S1** Curated gene sets used in this study

**Supplementary table S2** GSEA of regorafenib (related to Figure 1C)

**Supplementary table S3** Transcriptomic analysis of regorafenib- and DC101-treated tumor in orthotopic HCC model (related to Figure 2B)

**Supplementary table S4** GO term analysis of regorafenib-specific responsive genes in orthotopic HCC tumor (related to Figure 2C)

**Supplementary table S5** GSEA analysis of immune-related pathway in tumor from orthotopic HCC model (related to Figure 2F)

**Supplementary table S6** GSEA analysis of regorafenib-treated in M2 BMDMs (related to Figure 4A)

**Supplementary table S7** Transcriptomic analysis of regorafenib-responsive genes in BMDMs (related to Figure 4B)

**Supplementary table S8** prediction of TF and its binding site by IPA and online database

**Supplementary table S9** Transcriptomic analysis of vehicle-, regorafenib, anti-PD1, or regorafenib + anti-PD1 treated tumor in orthotopic HCC model

**Supplementary table S10** GO term analysis related to combination-responding genes

How the deposited data were processed for this re-analysis (not part of the article)

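RNA was sequenced from BMDMs of BALB/c mice in 6 conditions: M0, M1 (IFN-γ 20 ng/mL and LPS 50 ng/mL) and M2 (IL4 20 ng/mL), each with and without regorafenib (1 µM, given 1 hour before the 24 hours of polarization). There was 1 library per condition.

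The authors deposited counts per gene. By their methods, the reads were checked with FastQC, trimmed with cutadapt, mapped to GRCm38 with STAR and counted per gene with STAR on Gencode M19. The values are whole numbers and their totals differ between libraries, so no normalization had been applied. Which strand column of STAR was taken is not stated. The totals of the libraries were 27586063 and 29335774 counts for control and regorafenib in M0, 31498101 and 28546104 in M1, and 34898342 and 25359309 in M2. The 10 genes with the most counts held between 9.76% and 14.4% of a library. Gene names and positions were taken from Gencode M21 on GRCm38. Of the 54446 gene IDs, 53229 matched with their version number and 1180 without it, and 37 stayed without a name.

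The counts deposited by the authors were scaled with TMM (edgeR 4.0.16 in R 4.3.3) over the 6 libraries, with factors between 0.820 and 1.12. The log2 ratio of regorafenib to control was taken within each state, with a count of 0 replaced by 0.5. Its 95% interval is the conditional exact binomial interval of the counts, scaled by the effective library sizes. A gene with 3 or fewer counts in a library was taken as at the floor. Its fold was computed against the floor as a bound, and no fold is given where both libraries were at or under it. NOISeq's no-replicate mode was re-implemented in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), with 5 simulated replicates per library of 20% of its reads, varied by 2 percentage points. Genes were called at a probability of at least 0.8 and an absolute log2 ratio of at least 1.

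The M1 and M2 signatures of Table S1 were scored with a running sum over genes ranked by log2 ratio, and the spread of each score came from 1000 resamples of its genes. There were 16 gene lists from general knowledge and 4 from the paper. The lists from general knowledge cover IL-4 markers, genes induced or repressed by CSF-1, MHC class I and class II genes, the cell cycle, interferon-stimulated genes, M1 markers, lysosomal genes, cholesterol synthesis, p53 targets, ERK feedback, and markers of dendritic cells, neutrophils, fibroblasts and macrophages. The lists from the paper are its M1 and M2 signatures, the M1 signature of Table S5 and an IL-6 signature. The lists were written before the data were examined, as were the tests, their thresholds, the rule for naming genes and the alternatives, except where a choice is described as made after. The lists from general knowledge were written after Table S7 had been read, which holds ratios from the same libraries. The median log2 ratio of a list was set against 10000 random lists of the same size, matched on mean expression in 20 bins, over the 14917 genes with at least 10 counts in a library. Its percentile counts the random lists with a lower median, and a median counts as outside them below 2.5% or above 97.5%. Of the tests added after the data were examined, 1 is not reported here. Genes induced by IL4, or by IFN-γ and LPS, were those at least 4-fold higher (8-fold in an alternative) than in M0. The shared library of a list and a comparison was studied in 100 simulations of unchanged libraries, without and with an added variation of 0.2 on the log scale.

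A change common to the 3 states was tested with edgeR's quasi-likelihood test, with state as a block, on the genes kept by filterByExpr and at a Benjamini-Hochberg adjusted p under 0.05. DESeq2 1.42.0 was used as an alternative. This is the only comparison with more than 1 library per side, and its residual is the difference between states in their response. It is not a comparison that the paper makes. All 10 splits of the 6 libraries into 3 and 3 were fitted without the block.

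The primers and predicted Creb1 sites of the supplement were placed on the Klf4 promoter sequence of the supplement by exact search, and by the fewest edits where a primer did not match exactly. Reads shared between genes were judged by the share of a gene's 100-base words that occur in another gene.

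The genes named in the text are those that the paper names for the macrophage RNA-seq or as a marker or member of the pathway, the 3 highest and 3 lowest ratios of each state among called genes with at least 100 counts in the higher library, genes called in opposite directions in a pair of states with at least 100 counts in the higher library of both, and members of a list where the list is discussed. The rule also covers the 5 highest and 5 lowest genes past the threshold across the states that moved the same way in every state, and there were 0 such genes past the threshold. In all, 133 genes are covered. Genes of the M1 signature with their ratios in M2 belong to a list that is discussed.

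The methods were tested on simulated data. For NOISeq and the counting interval, the counts were drawn with counting error only, so calls made by differences between cultures were not tested. The NOISeq mode called 86 of 100 genes changed 4-fold, gave the probability and the right direction to 79 of 100 genes changed 2-fold, and called 0 of 18973 unchanged genes. The counting interval held the true ratio for 10759 of 11267 genes (95.5%). edgeR's test across the states, at a variation of 0.15 between libraries, called 95 of 96 genes changed 4-fold, 80 of 94 changed 2-fold and 11 of 13026 unchanged genes. The variation fitted in the data was larger, at 0.216.

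Alternatives were other scalings (DESeq2 size factors, total counts, upper quartile, TMM per pair), 1 CPM added to both values, other filters on low counts, other thresholds of a call, another value in place of 0, and for the test across states another tool, no block, no filter and leaving out each pair. A filter of at least 10 counts in a library of the pair was added after seeing the data. Figures were drawn with matplotlib 3.10.9. The mouse tumor experiments, the kinase array, immunoblots, qPCR and ChIP were not analysed here. The signatures that the paper cites for p38MAPK, Creb1, IL4 and CSF-1 responses were not used here, since their gene lists are in other publications.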

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

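The tests of a strain variant, of dendritic cells and of paralogs other than Selenbp2, and the list medians without the genes of Table S7, were chosen only after the result was seen. Medians of 20 gene lists in 3 states gave 60 values, of which 27 lay outside the central 95.0% of medians of random lists. Lists of genes drawn at random would give 3. The genes of a list can move together and the lists overlap, so 27 against 3 does not measure an excess over chance. The 18 medians in the next paragraphs concern lists and states that the paper does not discuss. The medians given without the genes of Table S7 leave out those it lists for the same state, and some of the genes kept may be listed for another state. Leaving out genes because they changed pulls a median toward 0 by itself, so a median that comes back among random lists says nothing, and only those still outside are given. Differences between states were not tested. For all 27 medians, a correction of each gene's ratio for GC content and then for transcript length left the median outside random lists (27 of 27), which argues against both as the whole cause. The correction moved 30.4% of genes in M0, 9.68% in M1 and 25.7% in M2 by more than 0.1. In M1, it also took the medians of interferon-stimulated genes (percentile 3.31 to 0.43) and p53 targets (93.96 to 97.52) outside random lists.

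MHC class II genes were higher with regorafenib in each state, with a median log2 ratio of 2.46 in M0 and 2.58 in M2 (2.42 with genes at the floor at their bound). The list has 10 genes, and all 10 were higher. Table S7 lists 5 of them for M0 and 6 for M2, and 4 are also in the list repressed by CSF-1. The other 5 genes in M0 had a median of 0.90 with genes at the floor at their bound (1.48 without), which is the value of H2-Oa at 2 and 6 counts, and the other 4 in M2 are too few for a median. The libraries are all from BALB/c mice. A strain variant against the reference in the H2 region would act alike on both libraries of a ratio. It would also leave genes elsewhere unchanged. The smallest ratio of Cd74 and Ciita, on chromosomes 18 and 16, in M0 and M2 was 2.19. Dendritic cells in the culture cannot be told apart from a change in the macrophages. The 9 dendritic cell genes other than Itgax summed to 32 counts with regorafenib and 41 in the control in M0, and to 272 and 122 counts in M2. These counts are too few to set a limit on such cells, and the same genes had 847 counts in the M1 control and 972 with regorafenib, with a smaller change of the class II genes. A regulated change in the macrophages stays possible as a hypothesis and was not tested.

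In M0, medians were low for the cell cycle (−2.02, 25 genes), interferon-stimulated genes (−1.82, 24 genes), ERK feedback (−1.69, 16 genes), p53 targets (−0.49, 18 genes), cholesterol synthesis (−0.44, 16 genes) and the M1 signature of Table S1 (−0.46, 49 genes), and high for lysosomal genes (0.64, 23 genes). The lists other than the M1 signature, which is the paper's, were written after Table S7, and that table holds 25, 18, 5, 7, 1, 16 and 7 of these genes for M0, in the order given. Without them, the medians were still outside random lists for interferon (percentile 0.17) and were −1.01 for ERK feedback (0.13), −0.38 for cholesterol (2.03) and 0.39 for lysosomal genes (99.95), also outside. For the p53 targets and the cell cycle, of which no gene was left, an effect of choosing members from Table S7 stays open. The M1 signature split almost evenly in M0, with 24 genes higher and 25 lower. Its low median therefore does not show that most of its genes fell. The lists also overlap: 6 genes of ERK feedback and 1 of the cell cycle are in the list induced by CSF-1, and 12 interferon genes are in the M1 signature. GC content and length were excluded as the whole cause for each of these lists in the 27 of 27 above. Slower growth and a weaker interferon response of M0 cells under regorafenib remain hypotheses that were not tested.

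In M1, medians were low for cholesterol synthesis (−0.15, percentile 1.12) and the M2 signature (−0.14, 30 genes, percentile 0.58) and high for dendritic cell genes (0.71, 5 genes with enough counts, percentile 98.9). Table S7 lists none of these genes for M1. The dendritic cell median ranged from 0.18 to 0.75 over the alternatives, with a lowest percentile of 86.9, so its place outside random lists depends on the processing. In M2, the dendritic cell median was 1.23 (percentile 99.2, with 1 of the 5 genes in Table S7), and the cells of that type cannot be told apart from macrophages, since the 272 summed counts come from few genes. No biological explanation was tested for these medians.

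In M2, medians were low for interferon-stimulated genes (−0.72), p53 targets (−0.85) and ERK feedback (−0.97, −0.92 with bounds), and high for MHC class I (0.52, 10 genes) and lysosomal genes (0.36). Table S7 holds 1, 4, 1, 2 and 6 of these genes for M2. Without them the medians were −0.66, −0.51 and −0.96 (−0.81 with bounds), each at percentile 0, and 0.29 (percentile 99.4) for MHC class I. For lysosomal genes an effect of choosing members from Table S7 stays open. The GC content and length correction kept these medians outside, as part of the 27 above, and an effect of regorafenib in M2 cells stays open as untested.

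There were 11 genes called in opposite directions in a pair of states, with at least 100 counts in the higher library of both. Genes higher in M1 and lower elsewhere were Adora2b (log2 ratio −1.64 in M0, 1.06 in M1 and −1.35 in M2), Ccnd2 (−2.96, 1.37 and −2.95), Psd3 (−1.77 in M0 and 1.23 in M1) and Cst7 (1.60 in M1 and −1.92 in M2). Genes lower in M1 and higher elsewhere were Clec4n (2.78 in M0, −1.09 in M1 and 2.32 in M2), March1 (2.01, −1.10 and 2.03), Ms4a4a (5.74, −1.45 and 1.94), Selenbp1 (1.17, −1.41 and 1.01), Hp (4.41 in M0 and −2.08 in M1) and Slpi (2.34 in M0 and −1.61 in M1). Neurl1b was lower in M0 (−1.01) and higher in M2 (1.09). The differences between states were not tested. The counting interval leaves out 0 in each of these states for 11 of the 11 genes, but the choice of called genes with at least 100 counts fixes this, so it is no test of low counts. Reads shared between paralogs are argued against: the largest share of 100-base words in another gene was 0 for the 10 genes other than Selenbp1. Selenbp1 shares 18.9% of its words, but summed with its copy Selenbp2 its ratios were 1.19, −1.41 and 1.02. A response to regorafenib that depends on IFN-γ and LPS stays open for the 10 genes other than Neurl1b, and 1 that depends on IL4 for Neurl1b. Neither was tested. No library is shared between states, so a difference between cultures stays open too.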

How the results depend on the processing

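Under the alternatives, 134 of 148 values of the 21 results that answer a comparison stayed within their error or within 1.5 times the count, and 14 moved. With the filter of at least 10 counts in a library of the pair, chosen after seeing the data, 15 of 16 values stayed and 1 moved. None of the 21 results changed its sign, except the IL-4-induced median with the list from the regorafenib libraries and the median of CSF-1-induced genes in M1, which lies near 0. Of 1780 log2 ratios of named genes under other scalings and with 1 CPM added, 1626 stayed within their counting interval and 154 moved, and of 333 medians of the other lists 331 stayed and 2 moved (all 42 stayed with the added filter). Scaling shifts the median of all genes by at most 0.0800 in M0, 0.0416 in M1 and 0.0765 in M2, so the sign changed only for named genes near 0: Bcl2a1d, Il1b and Nos2 in M0, and Atp6v0d2, Cd86, Creb1, Egr1, Enpp1, Etv1, Klhl24, Mxd4, Myc and Uhrf1 in M1.

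At a probability of at least 0.9, 66 genes were called in M1 and 294 in M2, fewer because the threshold is stricter. The enrichment score of the M1 signature fell to 0.382 with 1 CPM added, which shrinks the ratios of genes with few reads. The M2 signature score stayed within its spread, from −0.449 to −0.348.

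The median of IL-4-induced genes was −0.10 with 1 CPM added and −0.94 without a filter on low counts (647 genes). With the list from the regorafenib libraries it was 0.20 (278 genes), where the shared library pulls the median up instead of down. For genes induced by IFN-γ and LPS, the median was 0.40 with DESeq2 size factors, 0.46 with total counts, 0.43 with the upper quartile, 0.37 without a filter, 0.023 with 1 CPM added and 0.23 with the added filter. Its median falls on genes with 0 counts in both M2 libraries, whose ratio is that of the library sizes and moves with the scaling. In all of these the IFN-γ and LPS median stayed above all random lists.

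Across the states, 0 genes passed an adjusted p under 0.05, against 296 with DESeq2 and 141 without a filter, and the cause was not tested. Leaving out a pair of libraries gave from 0 to 682 genes across the 3 fits, with 682 without the M1 pair.

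With 1 library per condition, the depth limits counting error only. Genes at 3 or fewer counts in a library have bounds in place of folds. Medians of neutrophil genes could not be had under 1 of the alternatives, which left too few genes.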

Differences from the paper's values

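The paper's Table S7 lists 862 genes for M0, 56 for M1 and 268 for M2, and 1386, 130 and 531 genes were called here. Of the paper's genes, 843, 54 and 237 were among them. Of the alternatives set before the data were examined, a probability of at least 0.9 gave 987 genes in M0, 66 in M1 and 294 in M2, within 1.5 times the paper's numbers, but with fewer of the paper's genes among them (751, 47 and 196), and the lowest probabilities in Table S7 are the paper's 0.800162, 0.801167 and 0.801441. The other alternatives were not within 1.5 times (from 1329 to 1783 in M0, 126 to 173 in M1 and 500 to 685 in M2).

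The enrichment score of the M1 signature in M2 is 0.467818 in the paper, over 45 genes of the signature, and was 0.566 here, over 49 genes. Without a filter on low counts it was 0.492, within the spread of the score (SD 0.0799). With the other alternatives set before the data were examined it was not (0.566 to 0.590, and 0.382 with 1 CPM added). With the filter chosen after seeing the values it was 0.483 over 41 genes, which is also within that spread. The paper's score lies within the 95% range of the score here when the genes of the signature are drawn again (0.403 to 0.699).

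For the genes of Fig. 4B, the log2 ratios of Table S7 lie a constant 0.121 above those here in M2 (0.0285 in M0 and 0.0282 in M1), with the same signs. This is more than the counting interval for 6 genes. The paper's value for Apoe is 3.41697 against 3.30 here, for Arg1 −3.91625 against −4.04, for Ccl2 −5.05447 against −5.18, for Ccnd1 −2.72753 against −2.85, for Klf4 −0.999032 against −1.12 and for Msr1 −1.4304 against −1.55. A scaling shifts all ratios of a state alike, and none of those tried removes the constant: with total counts per library, the log2 ratios of Table S7 still lie 0.0449 above for all 268 genes in M2. Whether a gene then comes within its counting interval of the paper's value depends on the width of that interval. Of the alternatives set before the data were examined, this was so with total counts for Apoe (3.37), Arg1 (−3.96), Ccl2 (−5.10) and Klf4 (−1.04), with the upper quartile for Apoe (3.34), Arg1 (−4.00) and Ccl2 (−5.13), with DESeq2 size factors for Ccl2 (−5.16), and with 1 CPM added, which is not a scaling, for Arg1 (−4.00) and Ccl2 (−5.12). It was so with none of them for Ccnd1 and Msr1, whose intervals are the narrowest of the 6.

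The paper shows Atp6v0d2 and Tlr8 as changed in M2 (Fig. S4B), and they were not called here (0.99 and 0.98). Atp6v0d2 was called with DESeq2 size factors, and both were called with total counts, with the upper quartile and without a minimum log2 ratio. Without that minimum, all 268 genes of Table S7 for M2 were called. The paper counts Cd44 among the lowered targets in Table S8, and it was lower but not called (−0.97).

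The paper states that genes responding to CSF-1 did not change significantly in BMDMs. In the list of genes induced by CSF-1 written here, 17 of 18 were lower in M0 and in M2, and the paper's own gene list was not used. The paper states that regorafenib lowered mediators of M2 polarization and genes responding to IL4, and 14 of 21 IL-4 marker genes were higher in M2. The 270 genes induced by IL4 in the control libraries went the paper's way, with a median of −0.31 (94 lower and 55 higher by 2-fold or more). The shared library can give part of this median. It may give all of it, since the true variation between cultures is not known. The median lay below every simulation with the added variation of 0.2 (lowest −0.27). The list from the regorafenib libraries had a median of the opposite sign, not beyond what unchanged libraries give. The 132 genes in both lists of IL4-induced genes went the paper's way as well (−0.15, percentile 0.22).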

Other observations

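The tests of the CSF-1 receptor, of the CSF-1 lists without the genes of Table S7, of an even loss of the IL4 response, of the replaced 0 counts in the lists induced by IFN-γ and LPS and in the M1 signature, and of other splits of the libraries were chosen only after the result was seen.

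Far fewer genes were called in M1 (130) than in M0 or M2. A difference in depth is argued against: with each library thinned to 25359309 counts, 123 genes were called in M1, 1358 in M0 and 509 in M2. A few genes taking most of the counts is argued against as well, since without the 22 genes that were among the 10 with the most counts of a library, 129 genes were called in M1, 1374 in M0 and 530 in M2. An M1 regorafenib library without the drug and a different response under IFN-γ and LPS cannot be told apart by the genes shared by M0 and M2. Of 337 such genes with at least 10 counts in M1, 177 (52.5%) moved in M1 in their M0 and M2 direction, near an even split, as both explanations would give. Some genes moved in M1 as in M2: the 10 class II genes were higher (9 with an interval above 0), 14 of the 17 genes shown as lowered in Fig. S4B were lower (10 with an interval below 0 and 2 above), and Arg1 was lower (−2.80). Others did not, such as Ccl2 (0.91 in M1). These values speak against a library without the drug but do not exclude it, since with 1 library per condition the spread between cultures is not known.

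In the test across the states, 0 of 13365 genes had an adjusted p under 0.05, and 1496 had an unadjusted p under 0.05. The common dispersion was 0.0467. Without the M1 pair, 682 genes passed (365 higher and 317 lower, 4386 at an unadjusted p under 0.05), and without the M0 or the M2 pair 0 passed (692 and 640 unadjusted). DESeq2 gave 296 genes (136 higher and 160 lower). Without a filter edgeR gave 141 (66 higher and 75 lower), and without the block 0 (211 unadjusted). All 10 of the 10 splits of the 6 libraries into 3 and 3 gave 0 genes as well, so the splits cannot say whether a grouping by chance would give as many.

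For the CSF-1-induced genes, lower in M0 and M2, less RNA of the CSF-1 receptor is argued against: the lower bound of the Csf1r ratio was 0.66 in M2, the lower of the 2 states. A choice of members from Table S7 cannot be told apart from a response, since that table lists for neither M0 nor M2 only 4 of the induced genes, 3 of them lower and Egr1 higher in both states, and only 1 of the repressed genes, which was lower. The paper states that 1 µM regorafenib may lower the phosphorylation of the receptor in BMDMs. Whether a lower activity of the receptor lies behind these ratios stays open as a hypothesis and was not tested here.

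An even loss of the IL4 response in M2 is argued against by the 14 IL-4 marker genes with an interval above 0. Genes whose response to IL4 differs in its dependence on regorafenib are a hypothesis that was not tested. For the genes induced by IFN-γ and LPS, replaced 0 counts are argued against as the whole cause of the higher median, which was 0.23 over genes with at least 10 counts in an M2 library. For the M1 signature of Table S1, whose median in M2 was 0.38 (0.23 with bounds), they are a possible explanation: over the genes with at least 10 counts in an M2 library the median was 0.0037 (percentile 57.4), although its enrichment score stayed positive.

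The following medians of the lists are given as values. IL-4 markers had 0.42 in M0 (percentile 95.6) and 0.10 in M1 (83.3, with 4 genes in Table S7). MHC class II had 0.64 in M1, above all random lists, and MHC class I −0.06 in M0 and 0.03 in M1. The cell cycle had 0.07 in M1 and −0.13 in M2, interferon-stimulated genes −0.10 in M1 (percentile 3.31), lysosomal genes −0.01 in M1, cholesterol synthesis −0.20 in M2 (percentile 8.10), p53 targets 0.08 in M1 and ERK feedback −0.04 in M1. M1 markers (15 genes) had −0.10 in M0, 0.24 in M1 (percentile 99.9, with 12 genes higher and 3 in Table S7) and −0.62 in M2, below all random lists. In M2, 3 of these genes were at the floor in both libraries, and with bounds the median was −0.06. The M1 signature of Table S5 had −0.07 in M0, 0.08 in M1 and −0.08 in M2 and shares 8 genes with the M1 markers. The IL-6 signature had −0.10, −0.11 and 0.24, and the M1 signature of Table S1 −0.05 in M1. The M2 signature had −0.05 in M0 and −0.04 in M2. Dendritic cell genes had −0.10 in M0, neutrophil genes 0.79, −0.05 and 0.48, fibroblast genes 0.90, −0.55 and 0.70, and macrophage genes 0.10, −0.01 and −0.09 in M0, M1 and M2. With genes at the floor in a library at their bound, and without those at the floor in both, IL-4 markers had 0.31 in M0 and 0.69 in M1, M1 markers −0.21 in M0, dendritic cell genes −0.82 in M0, neutrophil genes 0.68 in M0 and 0.58 in M2, fibroblast genes −0.31 in M1, the M1 signature of Table S5 −0.08 in M0 and −0.04 in M2, and the IL-6 signature 0.18, −0.13 and 0.11. Over the alternatives, the sign of the median changed for MHC class I, dendritic cell genes, the M1 signature of Table S5, the IL-6 signature and the M2 signature in M0, for lysosomal, ERK feedback, fibroblast and macrophage genes in M1, and for the M2 signature in M2.

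The enrichment score of the M1 signature was −0.408 in M0 and −0.417 in M1, and that of the M2 signature was −0.398 in M0, −0.525 in M1 and −0.392 in M2 (30 genes, resampled from −0.613 to 0.442 in M2).

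Among members of the pathway, the RNA of Mapk14 changed little, with log2 ratios of 0.33 in M0, 0.20 in M1 and 0.10 in M2. Creb1 had 0.40, 0.00 and 0.34, and Klf4 fell by 0.74 in M0 and by 0.70 in M1. Of the M1 markers that the paper measures, Tnf had −1.81 in M0 and 0.61 in M1 (48221 to 68721 counts), and Il6 had 0.16 in M1 (37404 to 39074 counts). H2-Aa, H2-Ab1 and H2-Eb1 had 0.70, 0.51 and 0.86 in M1. Mrc1 had 0.29 in M0.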
